# Cell elongation is regulated through a central circuit of interacting transcription factors in the Arabidopsis hypocotyl

**DOI:** 10.7554/eLife.03031

**Published:** 2014-05-27

**Authors:** Eunkyoo Oh, Jia-Ying Zhu, Ming-Yi Bai, Rafael Augusto Arenhart, Yu Sun, Zhi-Yong Wang

**Keywords:** auxin, Arabidopsis, crosstalk, brassinosteroid, light, transcription factors, Arabidopsis

## Abstract

As the major mechanism of plant growth and morphogenesis, cell elongation is controlled by many hormonal and environmental signals. How these signals are coordinated at the molecular level to ensure coherent cellular responses remains unclear. In this study, we illustrate a molecular circuit that integrates all major growth-regulating signals, including auxin, brassinosteroid, gibberellin, light, and temperature. Analyses of genome-wide targets, genetic and biochemical interactions demonstrate that the auxin-response factor ARF6, the light/temperature-regulated transcription factor PIF4, and the brassinosteroid-signaling transcription factor BZR1, interact with each other and cooperatively regulate large numbers of common target genes, but their DNA-binding activities are blocked by the gibberellin-inactivated repressor RGA. In addition, a tripartite HLH/bHLH module feedback regulates PIFs and additional bHLH factors that interact with ARF6, and thereby modulates auxin sensitivity according to developmental and environmental cues. Our results demonstrate a central growth-regulation circuit that integrates hormonal, environmental, and developmental controls of cell elongation in Arabidopsis hypocotyl.

**DOI:** http://dx.doi.org/10.7554/eLife.03031.001

## eLife digest

Plants can grow by making more cells or by increasing the size of these existing cells. Plant growth is carefully controlled, but it must be able to respond to changes in the plant's environment.

Many different plant hormones and various signals from the environment—such as light and temperature—influence how and when a plant grows. The different signals that affect cell growth typically act via distinct pathways that change which genes are switched on or off inside the cells. However, the ways in which these different signals are coordinated by plants are not fully understood.

Now, Oh et al. have looked at the genes that are switched on and off in response to all the major signals that regulate the growth of the first stem to emerge from the seed of *Arabidopsis*, a small flowering plant that is widely studied by plant biologists. Oh et al. found that the proteins that change gene expression in response to hormones or the environment bind to each other. These proteins, which are collectively called transcription factors, were also revealed to cooperate to regulate the expression of hundreds of genes: transcription factors have not been seen to behave in this way in plants before.

By discovering a central mechanism that coordinates the different signals that control plant growth, these findings may guide future efforts to boost the yields of food crops and plants that are grown to make biofuels.

**DOI:** http://dx.doi.org/10.7554/eLife.03031.002

## Introduction

The high levels of developmental plasticity in higher plants relies on coordinated regulation of cell elongation by many hormonal and environmental signals, including particularly light, temperature, auxin, gibberellin (GA), and brassinosteroid (BR), which have major effects on cell elongation and seedling morphogenesis. Complex interplays among these signals have been observed at the genetic and physiological levels, but the molecular mechanisms underlying these interactions are not fully understood. Recent studies have shown integration of the light, temperature, BR and GA pathways through direct interactions between their target transcription regulators (Gallego-Bartolome et al., 2012; Oh et al., 2012; Bai et al., 2012b; Li et al., 2012b). However, the relationship of the major growth hormone auxin with the other signals remains unclear at the molecular level.

Auxin is the dominant plant growth hormone that plays key roles in nearly all developmental processes including patterning and growth responses to the environment. Auxin is essential for cell elongation responses to shade, warm temperature, and the circadian clock as well as tropic growth responses to light and gravity (Stewart and Nemhauser, 2010; Del Bianco and Kepinski, 2011). While regulation of auxin level and distribution is an important aspect of its function, the ability of auxin to regulate cell elongation also depends on developmental context and the status of other hormonal and environmental signals (Stewart and Nemhauser, 2010; Del Bianco and Kepinski, 2011). For example, auxin and brassinosteroid (BR) are known to be interdependent and show synergistic interactions in promoting hypocotyl elongation, and they induce highly overlapping transcriptional responses (Goda et al., 2004; Nemhauser et al., 2004). Normal auxin response also requires another growth-promoting hormone gibberellin (GA) (Chapman et al., 2012). Furthermore, both auxin level and sensitivity are modulated by light, temperature, and circadian rhythm, through the phytochrome-interacting factor (PIFs) family of bHLH transcription factors (Covington and Harmer, 2007; Nozue et al., 2007; Koini et al., 2009; Franklin et al., 2011; Nozue et al., 2011; Hornitschek et al., 2012; Sun et al., 2012; Li et al., 2012a). The mechanisms for regulation of auxin levels and distribution through metabolism and polar auxin transport have been studied extensively, however, little is known about direct interaction between the signal transduction pathways of auxin and other signals at the molecular level.

Auxin signaling induces ubiquitination and degradation of the AUX/IAA family proteins to release their inhibition of the auxin response factor (ARF) family of transcription factors (Chapman and Estelle, 2009; Vernoux et al., 2011), but target genes of ARFs remain largely unknown and thus the mechanisms linking ARF activation to context-specific cellular responses remain poorly understood (Del Bianco and Kepinski, 2011). By contrast, BR acts through a receptor kinase pathway to inhibit BIN2/GSK3-mediated phosphorylation of the brassinazole resistant (BZR) family of transcription factors, leading to their accumulation in the nucleus and regulation of thousands of target genes (Wang et al., 2012). Cross regulation between auxin and BR has been observed at several levels, including auxin activation of BR biosynthetic genes, BR regulation of the expression levels of auxin transporters (Bao et al., 2004; Mouchel et al., 2006; Chung et al., 2011; Yoshimitsu et al., 2011)*,* and BIN2 phosphorylation of ARF2 (Vert et al., 2008). However, these cross regulation mechanisms appear insufficient to explain the mutual interdependence between BR and auxin. There has been evidence that both BZR2 (also named BES1) and ARF5 bind to the promoter of the auxin- and BR-activated *SAUR15* gene (Walcher and Nemhauser, 2012). The functions of such interactions in the auxin-BR co-regulation of genome expression and cell elongation, however, remain unclear. Much less is known about direct interactions between auxin and the phytochrome or GA pathways. While recent studies demonstrated convergence of the BR, light, and GA pathways through interactions between PIF4, BZR1 and the GA-inactivated repressor DELLA proteins (Feng et al., 2008; de Lucas et al., 2008; Gallego-Bartolome et al., 2012; Oh et al., 2012; Wang et al., 2012; Bai et al., 2012b; Li et al., 2012b), the current models suggest that auxin interacts with other signals mainly through modulation of hormone levels (Mouchel et al., 2006; Chung et al., 2011; Franklin et al., 2011; Yoshimitsu et al., 2011; Chapman et al., 2012; Sun et al., 2012; Li et al., 2012a).

In this study, we performed genome-wide analyses of target genes of an auxin response factor (ARF6) that regulates hypocotyl elongation, and we demonstrate that the majority of ARF6 target genes are also targets of BZR1 and/or PIF4. Genetic and biochemical assays further demonstrate that these factors interact directly and bind to shared target genes cooperatively. Furthermore, the DELLA protein RGA interacts with ARF6 and blocks its DNA binding. Our study elucidates a central growth regulation circuit that explains how auxin, BR, GA, light, and temperature act together in regulating hypocotyl cell elongation and how the hormone sensitivities are modulated by environmental signals and developmental programs.

## Results

### ARF6 shares genomic targets with BZR1 and PIF4

ARF6 and its closed homolog ARF8 were previously shown to redundantly regulate hypocotyl elongation in *Arabidopsis* (Nagpal et al., 2005). To define the genomic targets of auxin involved in hypocotyl cell elongation, we performed chromatin-immunoprecipitation followed by sequencing (ChIP-Seq) analysis of target genes of ARF6. An ARF6-Myc fusion protein was expressed from the *ARF6* promoter in transgenic *arf6-2;arf8-3* plants, and rescued the short-hypocotyl phenotype of the *arf6;arf8* double mutant (Figure 1—figure supplement 1A). ChIP-Seq analysis using anti-Myc antibody identified 2037 ARF6-binding sites in the *Arabidopsis* genome. Most of the ARF6 binding sites were in the gene promoter regions consistent with its molecular function as a transcription regulator (Figure 1A). The 2037 binding sites were linked to 2675 neighbor genes (Figure 1—source data 1A), which were considered ARF6 binding target genes. The ARF6 binding targets include 40 of the 49 early auxin-induced genes in the hypocotyl tissues after 30 min of auxin treatment (Chapman et al., 2012), but only 1 of the 16 immediate auxin-repressed genes (Figure 1B). Therefore, ARF6 appears to function mainly as a transcriptional activator, consistent with previous study (Tiwari et al., 2003). Comparison with auxin-activated genes (Chapman et al., 2012) identified 255 ARF6 binding targets that are activated by auxin in the hypocotyl tissues. These include many genes known to promote cell elongation (*PREs*, *BIM1*, *BEE1* and *HAT2, SAURs*) and many genes with known function in auxin response, such as *AUX/IAAs, PINs* and *PINOID* (Figure 1—source data 2).

**Figure 1.**
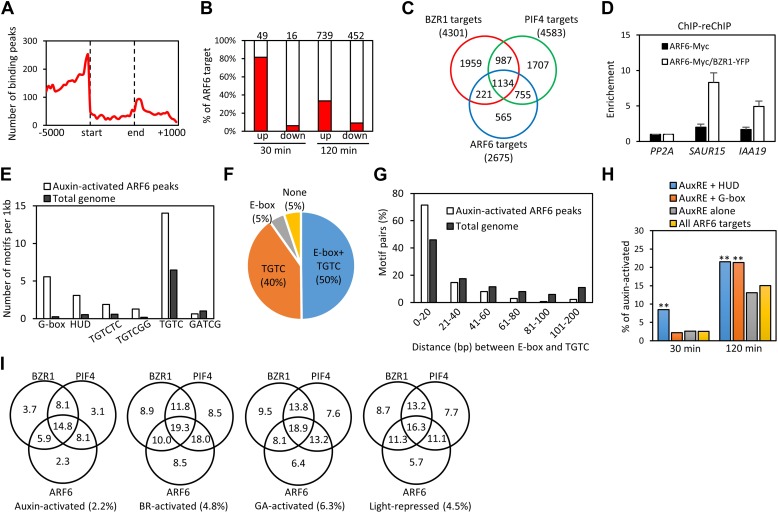
ARF6 ChIP-Seq analyses. (**A**) Distribution of ARF6 binding peaks relative to gene structure (−5000 base pairs from transcription start site to +1000 base pairs downstream of 3′ end). (**B**) Most of the early auxin-activated genes are ARF6 targets. Numbers above the columns indicate number of genes up- or down-regulated by 30 or 120 min of auxin treatments. (**C**) Venn diagram shows significant overlap among binding target genes of BZR1, PIF4 and ARF6. (**D**) ChIP-reChIP assay shows that BZR1 and ARF6 co-occupy shared target promoters. The enrichment of precipitated DNA was calculated as the ratio between transgenic plants and wild type control, normalized to that of the *PP2A* coding region as an internal control. Error bars indicate the SD of three biological repeats. (**E**) The G-box (CACGTG), HUD (CACATG), canonical AuxRE (TGTCTC) and TGTCGG are enriched in the ARF6 binding peaks associated with auxin-activated genes. GATCG (a random motif) is shown as a negative control. (**F**) Percentages of auxin-activated ARF6 binding peaks that have both E-box motif and core AuxRE (TGTC), only TGTC, or only E-box motifs. (**G**) Distribution of distance between E-box motifs and core AuxRE (TGTC) found in the ARF6 peaks associated with auxin-activated genes or total *Arabidopsis* genome. (**H**) ARF6 binding peaks having both E-box motifs and AuxRE have higher probability (%) of being associated with auxin-activated (30 or 120 min treatment) genes than the ARF6 binding peaks having only AuxRE. **p<0.01. (**I**) Venn diagram shows that genes activated by auxin, BR, or GA and genes repressed by light are enriched in the common binding targets of BZR1, PIF4 and ARF6. Numbers in the Venn diagram indicate percentage of corresponding genes (e.g., auxin-activated genes) in each section. Numbers in parentheses indicate percentage of genes in total *Arabidopsis* genome. **DOI:** http://dx.doi.org/10.7554/eLife.03031.003 10.7554/eLife.03031.004Figure 1—source data 1.(**A**) ARF6 target genes. ChIP-Seq analysis R (CSAR) software was used to identify binding peaks, with parameters (backg = 10, norm = −1, test = 'Ratio', times = 1e6, digits = 2) (Muino et al., 2011). Binding peaks with FDR <0.01 were finally defined as the ARF6 binding peak and genes having at least one ARF6 binding peak within its promoter (−3 kb) or coding region or 1 kb downstream from stop codon were considered direct target genes. max: maximum peak value; u3000, u2000, u1000: upstream 3000, 2000, or 1000 bp from transcription start site; d0: coding region; d1000: downstream 1000 bp from stop codon. (**B**) BZR1 target genes. ChIP-Seq experiment was performed using the *BZR1p::BZR1-CFP* transgenic seedlings grown in the dark for 5 days, and anti-YFP antibody. Data were analyzed as described in legend of Figure 1—source data 1A. (**C**) Previous PIF4 ChIP-seq result (Oh et al., 2012) was re-analyzed with same statistical method as described in Figure 1—source data 1A, to define PIF4 target genes.**DOI:** http://dx.doi.org/10.7554/eLife.03031.004 10.7554/eLife.03031.005Figure 1—source data 2.Auxin-activated genes previously identified in hypocotyls (Chapman et al., 2012) were compared with ARF6 target genes identified by ChIP-Seq to identify the auxin-activated ARF6 target genes in hypocotyls.30 or 120 min: genes are activated after 30 or 120 min of auxin treatment.**DOI:** http://dx.doi.org/10.7554/eLife.03031.005

**Figure 1—figure supplement 1.**
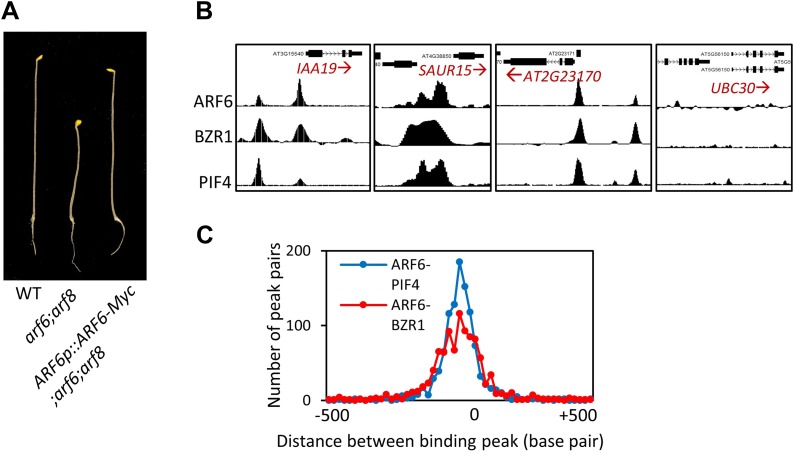
(**A**) ARF6-Myc regulated by ARF6 native promoter restored short hypocotyl of the *arf6;arf8* double mutant. Seedlings were grown in the dark for 6 days. Representative seedlings are shown. (**B**) Representative ARF6, BZR1, and PIF4 binding peaks in the promoters of ARF6, BZR1 and PIF4 common target genes (*IAA19*, *SAUR15* and *AT2G23170*) and *UBC30* promoter as a negative control. (**C**) Distance distribution of ARF6 and PIF4 binding peaks or ARF6 and BZR1 binding peaks in the ARF6, BZR1 and PIF4 common target genes. **DOI:** http://dx.doi.org/10.7554/eLife.03031.006

To understand the relationships between auxin, BR, and phytochrome pathways in regulating genome expression, we compared the ARF6 targets with the genome targets of BZR1 and PIF4 (Figure 1—source data 1). To generate comparable data sets, we performed BZR1 ChIP-Seq analysis using dark-grown seedlings (Figure 1—source data 1B), as used in the ARF6 and PIF4 ChIP-Seq (Oh et al., 2012). Interestingly, large portions of ARF6 binding targets overlapped with either targets of BZR1 (51%) or PIF4 (71%) or both (42%) (Figure 1C). The common targets include many genes with known functions in cell elongation (*EXP8*, *BIM1*, *BEE1/3*, *PREs*, *HAT2*, *IBH1*, *HFR1*, *PAR1/2*, *EXO*) and auxin response (*PINs* and *SAURs*). Moreover, the binding peak patterns of ARF6, BZR1, and PIF4 seemed very similar on promoters of many common targets (Figure 1—figure supplement 1B), and the overall binding peaks were very close to each other (Figure 1—figure supplement 1C), indicating that these three transcription factors bind to same or nearby genomic locations. ChIP-reChIP assays showed that two common targets, *SAUR15* and *IAA19*, were recovered by sequential immunoprecipitation in plants expressing both BZR1-YFP and ARF6-Myc, but not in plants expressing ARF6-Myc only (Figure 1D), indicating that ARF6 and BZR1 co-occupy these promoters.

Cis-element analysis identified two types of E-box motifs, the G-box (CACGTG), and the Hormone Up at Dawn (HUD, CACATG) motifs (Michael et al., 2008), that are highly enriched in the ARF6 binding regions associated with the auxin-activated genes (Figure 1E). These motifs are known binding sites for BZR1/2 and PIFs and are also over represented in the genomic regions bound by BZR1 and PIF4 (Sun et al., 2010; Oh et al., 2012). The canonical ARF binding motif, AuxRE (TGTCTC), and the binding motif (TGTCGG) recently identified for recombinant ARF1 and ARF5 were also highly enriched among the ARF6 binding regions (Figure 1E; Ulmasov et al., 1999; Boer et al., 2014). About half of the auxin-activated ARF6 binding regions had both core AuxRE (TGTC) and the E-box motifs within the ±100 base pairs around the binding site, which is much higher than random expectation (only 9%) (Figure 1F). The E-box motifs tend to be located close to the core AuxRE, mostly within 20 base pairs (Figure 1G). Furthermore, the ARF6 binding regions having both AuxRE and E-box motifs were significantly more frequently associated with auxin-activated genes than binding regions having only AuxRE (Figure 1H). Consistent with cis-elements clustering, the ARF6 targets shared by BZR1 and PIF4 had higher percentage of auxin-activated genes than the targets of ARF6 alone, and a higher percentage of BR-activated genes than genes that are targets of BZR1 only (Figure 1I). Furthermore, the GA-activated genes and light-repressed genes were also highly enriched among the common targets of BZR1, PIF4 and ARF6 (Figure 1I). These results suggest that the major growth signals—auxin, BR, GA, and light—converge at shared genomic target promoters containing combinatorial cis-elements for these factors.

### BZR1 and PIF4 interact with ARF6

The large number of common target genes of ARF6, BZR1 and PIF4 raises a possibility of direct interactions among these transcription factors. Indeed, ARF6 directly interacted with both BZR1 and PIF4 through the C-terminal domain of BZR1 and the bHLH domain of PIF4 in the yeast two-hybrid assays (Figure 2A–D). Both the middle and C-terminal domains of ARF6 were required for the interactions with BZR1 and PIF4 (Figure 2—figure supplement 1). Co-immunoprecipitation assays showed that ARF6 interacts with BZR1 and PIF4 in vivo (Figure 2E). In addition, the ARF6–PIF4 interaction was increased by co-transfection with a gain-of-function bzr1-1D protein that is constitutively active irrespective of BR signaling (Wang et al., 2002; Figure 2F), suggesting that BZR1–PIF4 interaction enhances PIF4 interaction with ARF6. We next examined if BZR1 and PIF4 interact with other ARFs using yeast two-hybrid assays, and the results show that both BZR1 and PIF4 specifically interacted with ARF8, but not ARF1 and ARF7 (Figure 2G,H, Figure 2—figure supplement 2), suggesting that BZR1 and PIF4 mediate only subsets of auxin responses such as hypocotyl elongation by interacting with specific ARFs.

**Figure 2.**
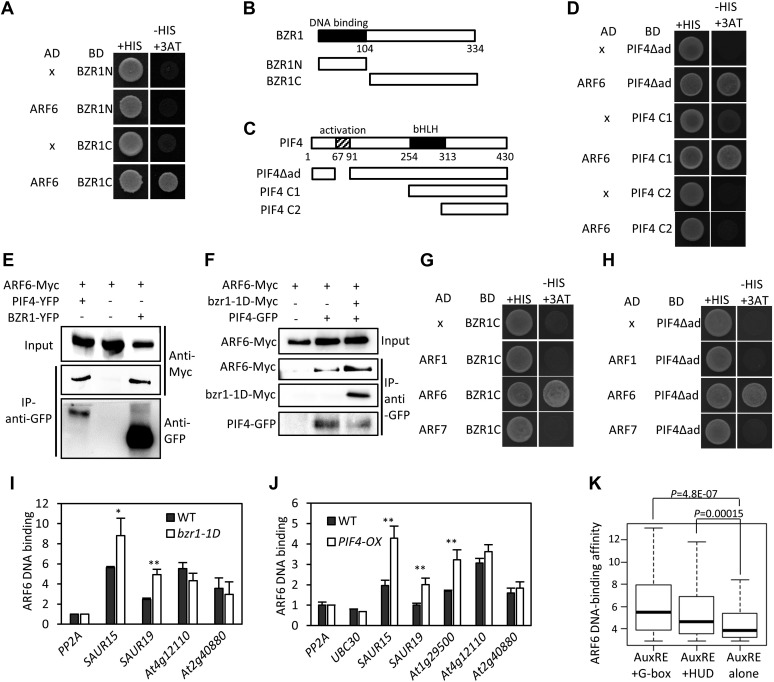
ARF6 interacts with BZR1 and PIF4. (**A**) ARF6 interacts with BZR1 in yeast two-hybrid assay. Yeast clones were grown on the synthetic dropout (+HIS) medium or synthetic dropout medium without histidine (−HIS) plus 1 mM 3AT. (**B** and **C**) Box diagram of various fragments of BZR and PIF4 used in (**A**, **D**, **G**, **H**). (**D**) ARF6 interacts with PIF4 in yeast two-hybrid assay. (**E**) ARF6 interacts with BZR1 and PIF4 in vivo. Transgenic plants expressing the indicated fusion proteins were used for immunoprecipitation using anti-GFP antibody, and the immunoblots were proved with anti-Myc antibody to detect interaction with the Myc-tagged ARF6 protein. (**F**) BZR1 enhances the ARF6–PIF4 interaction. Arabidopsis mesophyll protoplasts were transfected to express ARF6-Myc alone or together with PIF4-GFP and bzr1-1D-Myc as indicated, and the extracted proteins were immunoprecipitated by anti-GFP antibody. Gel blots were probed with anti-Myc or anti-GFP antibody. (**G** and **H**) BZR1 (**G**) and PIF4 (**H**) interact with ARF6, but not with ARF1 and ARF7 in yeast two-hybrid assays. (**I**) ARF6 DNA-binding is enhanced by *bzr1-1D*. Seedlings (*35S::ARF6-Myc* (WT) and *35S::ARF6-Myc;bzr1-1D* (*bzr1-1D*)) grown on the 2 μM PPZ in the dark for 6 days were used for ChIP assays. Error bars in the (**I** and **J**) indicate the SD of three biological repeats. *p<0.05 and **p<0.01. (**J**) *PIF4-OX* enhances ARF6 DNA-binding. Seedlings (*35S::ARF6-Myc* (WT) and *35S::ARF6-Myc;PIF4-OX* (*PIF4-OX*)) grown under light were used for ChIP assays of ARF6 binding to the indicated promoters. (**K**) Box plot shows that ARF6 binding peaks having both E-box motifs and AuxRE tend to have higher ARF6 DNA-binding affinity. ARF6 DNA-binding affinity was based on the peak score from the ARF6 ChIP-Seq analysis with CSAR. **DOI:** http://dx.doi.org/10.7554/eLife.03031.007

**Figure 2—figure supplement 1.**
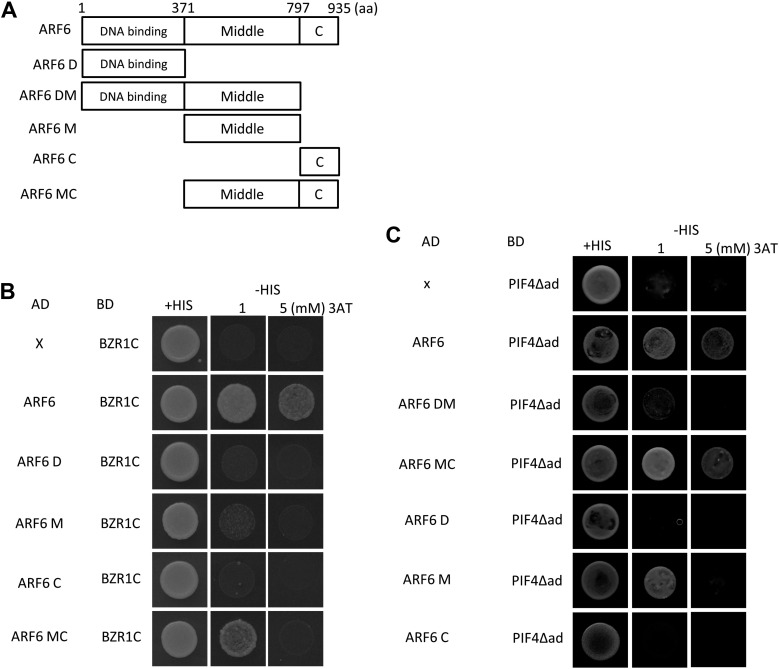
(**A**) Box diagram of various fragments of ARF6 used in the yeast-two hybrid assay. (**B**) ARF6 middle and C-terminal domains are required for the interaction with BZR1. Yeast clones were grown on the synthetic dropout (+HIS) or synthetic dropout without histidine (−HIS) plus 1 or 5 mM 3AT medium. AD: activation domain fusion vector, BD: DNA binding domain fusion vector, x: empty vector. (**C**) ARF6 middle and C-terminal domains are required for the interaction with PIF4. **DOI:** http://dx.doi.org/10.7554/eLife.03031.008

**Figure 2—figure supplement 2.**
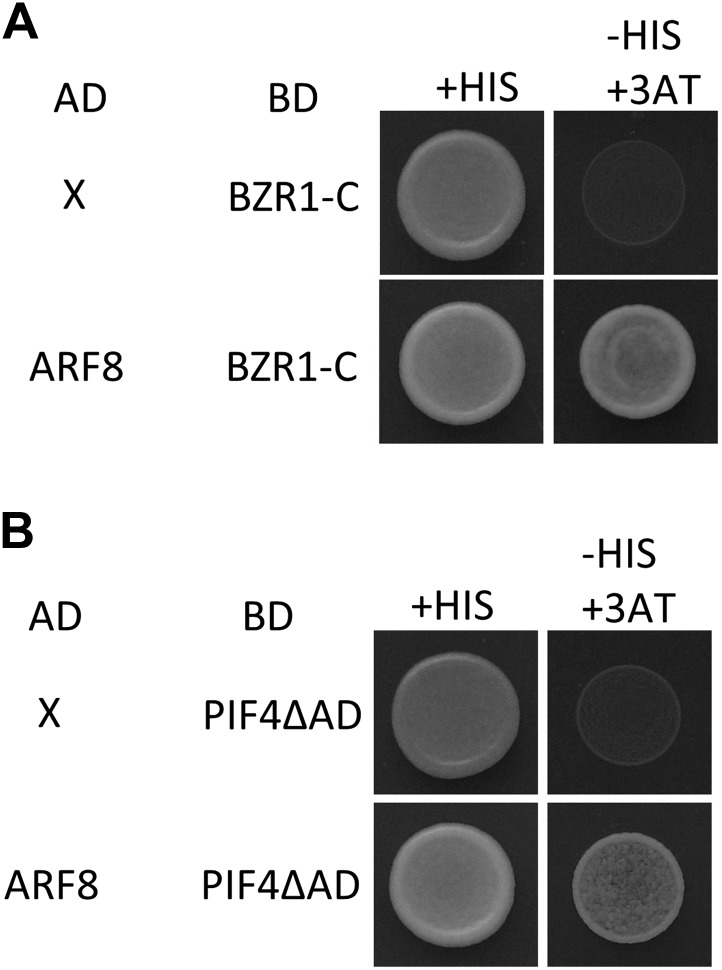
ARF8 interacts with both BZR1 and PIF4. Yeast clones were grown on the synthetic dropout (+HIS) or synthetic dropout without histidine (−HIS) plus 1 mM 3AT medium. AD: activation domain fusion vector, BD: DNA binding domain fusion vector, x: empty vector. **DOI:** http://dx.doi.org/10.7554/eLife.03031.009

**Figure 2—figure supplement 3.**
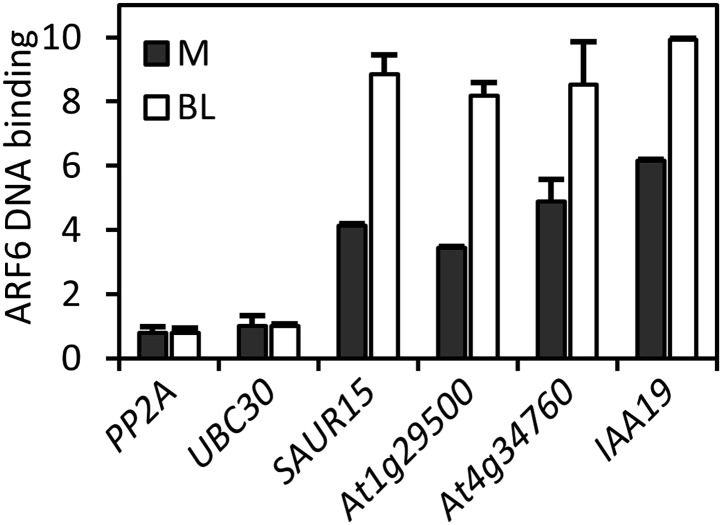
ARF6 DNA-binding on the common targets of ARF6 and BZR1 is enhanced by BR treatment. Seedlings (*35S::ARF6-Myc*) grown on the medium containing 2 μM PPZ (M) or 2 μM PPZ + 100 nM brassinolide (BL) were used for the ChIP assay to determine ARF6 DNA-binding. Enrichment of DNA was calculated as the ratio between transgenic plants and wild type (Col-0), normalized to that of the *PP2A* coding region as an internal control. **DOI:** http://dx.doi.org/10.7554/eLife.03031.010

To test if ARF6 forms cooperative DNA binding complexes with BZR1 and PIF4, we measured in vivo ARF6 DNA-binding activity on the ARF6, BZR1, and PIF4 common targets. The ARF6 binding to the promoters of common target genes were increased by BR treatment, as observed for ARF5 on the promoter of *SAUR15* (Walcher and Nemhauser, 2012; Figure 2—figure supplement 3). In addition, *bzr1-1D* and *PIF4-OX* enhanced ARF6 binding to the common targets (*SAUR15*, *SAUR19* and *At1g29500*), but not to the targets of ARF6 only (*At4g12110* and *At2g40880*), indicating that BZR1 and PIF4 enhance ARF6 DNA-binding in vivo (Figure 2I,J). Based on the signal intensity of ARF6 ChIP-Seq data, ARF6 occupancy is higher at binding regions containing both E-box motifs and AuxRE than regions containing only AuxRE (Figure 2K). These results support cooperative DNA binding of BZR1/PIF4 and ARF6.

### ARF6, BZR1, and PIF4 interdependently activate shared target genes

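For the RNA-Seq experiment, wild type (Col-0) and *iaa3/shy2-2* (*iaa3*) seedlings were grown for 5 days in the dark on 2 µM propiconazole (PPZ), an inhibitor of BR biosynthesis. They were then given mock solution or 100 nM brassinolide (BL), an active BR, for 4 hr. Each of the 4 groups had 2 libraries, and the authors deposited the number of reads they counted on each of 33518 loci in every library, without normalization. The paper's text does not name the aligner, the annotation or the handling of strand and of reads that match several loci for these counts. Counts of near-identical or overlapping genes, such as the members of the *SAUR* clusters, are therefore uncertain. The total counts were 20877248 and 23183988 in the wild type mock libraries, 22542060 and 22353231 in wild type BL, 22911540 and 22280169 in *iaa3* mock, and 18107519 and 21179482 in *iaa3* BL, with a median of 22316700 over the 8 libraries. The libraries of each group differed by more than the sampling noise of their counts, with a chi-square per degree of freedom of 12.6 for wild type mock, 4.06 for wild type BL, 4.65 for *iaa3* mock and 5.87 for *iaa3* BL, so each was kept as a separate sample. Counts were normalized with edgeR's TMM factors, which ranged from 0.948 to 1.08. The 20415 loci that passed edgeR's filter on low counts were tested in 1 quasi-likelihood model over all 8 libraries, so that the groups shared 1 estimate of the spread. As in the paper's methods, a gene was called differentially expressed at a difference of at least 1.5-fold and a p-value under 0.01. That p-value is unadjusted, since the paper names no adjustment. A difference in BR response between the genotypes was tested as the interaction of genotype and treatment, and called at a Benjamini-Hochberg adjusted p-value under 0.05. Where every library of a group had at most 3 counts of a gene, the change is given as a bound. The mutated gene, *IAA3* (AT1G04240, chromosome 1), had 997 and 1128 counts in wild type mock, 2874 and 2698 in wild type BL, 306 and 244 in *iaa3* mock, and 198 and 259 in *iaa3* BL. With BL its mRNA was lower in *iaa3* than in wild type, with a log2 fold change of −3.36 (standard error 0.10, adjusted p = 3.35e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In wild type BL raised it by 1.47 on the log2 scale (standard error 0.09, adjusted p = 4.38e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in *iaa3* the change was −0.03 (standard error 0.11, adjusted p = 0.91).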

To evaluate the function of BZR1-ARF6-PIF4 interaction in regulating gene expression, we carried out RNA-Seq analyses using wild type and the *iaa3/shy2-2* mutant seedlings treated with mock or BL for 4 hr. The gain-of-function *iaa3/shy2-2* mutation causes auxin insensitivity by stabilizing the IAA3 protein, which interacts with and inactivates multiple ARFs including ARF6 and ARF8 (Figure 3—figure supplement 1; Vernoux et al., 2011). 

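BL changed the expression of 2925 genes in wild type, of which 1726 were activated and 1199 repressed. Between *iaa3* and wild type seedlings that were both treated with BL, 5110 genes were differentially expressed, 2284 of them higher and 2826 lower in *iaa3*. With an adjusted p-value under 0.05 in place of the unadjusted one, and the 1.5-fold difference kept, these numbers were 3052 and 5471. In 20 sets of libraries simulated with no difference between the groups, the same thresholds called 63.15 genes on average (48 to 80) for BL in wild type and 64.35 (52 to 82) for *iaa3* against wild type. Requiring a 2-fold difference moved the counts most, to 1441 and 2992 genes. Scaling by library size alone called 3074 genes for BL in wild type, but activated genes then made up 45.4% of them, against 59.0% with TMM factors. Among genes with a mean log2 CPM of at least 3 and no overlap between the libraries of the groups, *ACS5* (AT5G65800) and *AGP22* (AT5G53250) rose most with BL in wild type, with log2 fold changes of 7.29 (standard error 0.25) and 7.24 (standard error 0.16). The largest falls were those of AT5G01740, with a log2 fold change of −8.01 (standard error 0.19), and of the BR biosynthesis gene *BR6OX2*. Within the same limits, AT3G54830 and AT4G34760 were furthest below wild type in *iaa3* with BL, lower by 7.52 (standard error 0.21) and 6.88 (standard error 0.28) on the log2 scale. AT4G34760 had 11 and 2 counts in *iaa3* BL, and its log2 fold change was −8.62 without replicate 1 of that group and −6.02 without replicate 2. Furthest above wild type were AT5G10040, by 7.10 (standard error 1.06), and *HSP23.6-MITO* (AT4G25200), by 6.86 (standard error 0.26). The mock libraries differed widely for AT5G10040, with 143 and 4 counts in wild type mock and 217 and 17 in *iaa3* mock. For these genes of both comparisons, the highest adjusted p was 0.000256, that of AT5G10040 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Heat shock and hypoxia genes, in lists written after the data were seen, were also higher in *iaa3* with BL, with medians of 2.24 and 4.00. Stress during the handling of the *iaa3* BL seedlings cannot be excluded, as both libraries would share it. The same libraries enter the overlap and the BR response in *iaa3* below.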

We identified 2664 genes that responded to BR in wild-type plants and 4725 genes differentially expressed in the *iaa3* mutant compared to wild type (Figure 3A, Figure 3—source datas 1 and 2). 

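Of the genes that responded to BL in wild type, 1618 (55.3%) were also differentially expressed between *iaa3* and wild type with BL, where 732 would be shared if the calls were independent of each other. The shared genes changed in opposite directions in 1393 cases (86.1%). BL activated 973 genes that were lower in *iaa3* and repressed 420 that were higher. The remaining genes went the same way in both comparisons, 121 of them higher and 104 lower. Across the shared genes, the log2 fold changes had a Pearson correlation of −0.699 and a Spearman correlation of −0.668, a description across genes, which are not independent replicates. Both comparisons used the wild type BL libraries, with opposite signs, which alone gives a negative correlation. Libraries simulated with no difference between the groups had a mean correlation of −0.490 across all tested genes, and the observed value across all tested genes was −0.469. Genes were also simulated with effects of the observed sizes that were independent between the comparisons. More genes were then called than observed, 3470 and 5504 on average, and 1018 were shared (946 to 1070). The shared genes made up 29.3% of those called for BL in wild type (27.6% to 31.1%), against 55.3% observed. Of them, 56.2% changed in opposite directions, and the correlation across them was −0.113 (−0.172 to −0.0697). Across all tested genes it was −0.041 (−0.057 to −0.023). Using 1 wild type BL library for the BR comparison and the other for the *iaa3* comparison gave correlations of −0.698 and −0.691 across the genes shared in the observed data. Across all tested genes the split gave −0.428 and −0.412, so sharing of these libraries alone does not account for the observed −0.469 either. The comparison of *iaa3* with wild type in mock moved the correlation most, to −0.000342 across 1128 shared genes.

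**Figure D1:**
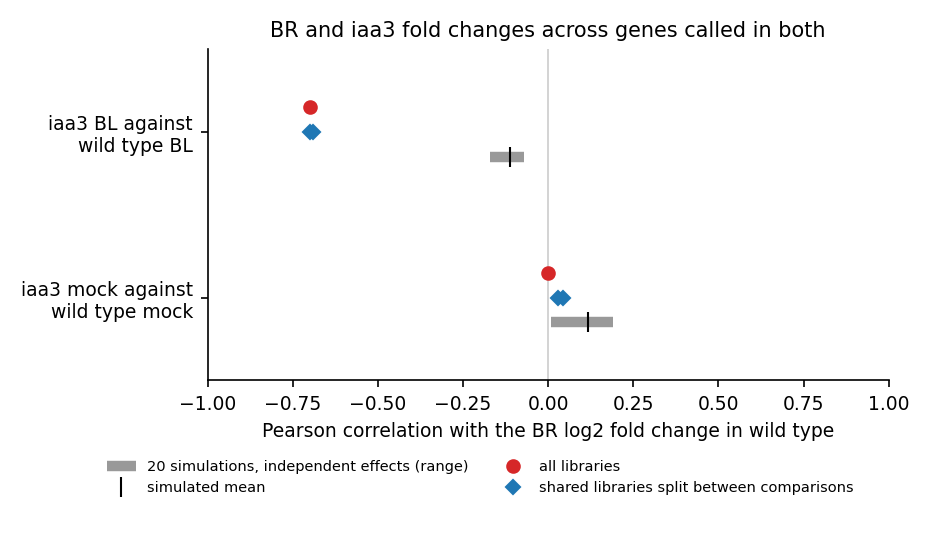
Pearson correlation (horizontal axis, no unit) between the log2 fold changes of genes called both for BL in wild type and for *iaa3* against wild type, with BL (top) or in mock (bottom). Red points use all libraries, blue diamonds split the libraries that the comparisons share, and grey bars give the range of 20 simulations with independent effects, with their mean as a black line. With BL the observed −0.699 lies below the simulated range. In mock the observed −0.000342 lies just below its simulated range of 0.00668 to 0.190.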

Expression levels of many BR-regulated genes (1465, 55%) were also affected by *iaa3*, and mostly in opposite ways (correlation coefficient = −0.6) (Figure 3B). Of 2482 BZR1- and PIFs-co-regulated genes (Oh et al., 2012), 976 genes were affected by *iaa3* (350 expected randomly) (Figure 3C). Heat-map in Figure 3D shows that most of the co-regulated genes (70%) are similarly regulated by BZR1 and PIFs, but oppositely affected by *iaa3*. Gene ontology (GO) analysis showed that many auxin-responsive genes and genes involved in cell wall biogenesis are activated by BZR1 and PIFs but repressed by *iaa3* (Figure 3—figure supplement 2A).

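Lists of auxin-responsive and cell wall genes were compared between *iaa3* and wild type with BL, and the BZR1 and PIF data sets were not used here. Changes of each list relative to all other genes were tested with limma's camera, with Benjamini-Hochberg adjustment over 40 tests (8 lists in 5 comparisons). Of the 255 auxin-activated ARF6 targets in Figure 1—source data 2, 252 were tested. Their median log2 fold change was −0.80 and the adjusted p was 8.34e-16 by camera, with 137 genes called lower and 22 higher in *iaa3*. Differences at an adjusted p-value under 0.05 were seen in 204 of them over all genes tested, and in 213 adjusted over the list alone. The 26 tested *IAA* genes had a median of −1.33 (camera, adjusted p = 2.78e-09), with 17 called lower and 2 higher, and all 26 had an adjusted p-value under 0.05, also when adjusted over the list alone. Among 66 *SAUR* genes the median was −1.47 (camera, adjusted p = 2.08e-08), or −1.38 with genes at the count limit set to their bound. Of these 38 were called lower and 7 higher, and 50 passed an adjusted p-value of 0.05, or 51 adjusted over the list alone. Of the 7 *GH3* genes, 5 were called lower and 1 higher, with a median of −1.27 (camera, adjusted p = 0.0313). The 0.05 level was passed by 6 of them, or 7 adjusted over the list alone. The cell wall lists did not move alike. Expansin genes had a median of −0.81 (camera, adjusted p = 0.000125), with 12 of 26 called lower and 2 higher, and 18 with an adjusted p-value under 0.05 both over all genes and adjusted over the list alone. Their median was already −0.52 in mock. With BL the list rose in both genotypes, by a median of 0.385 in wild type and 0.334 in *iaa3*. The difference in response had a median of −0.10, not called by camera (adjusted p = 0.188) but called by limma's fry (adjusted p = 0.00141). The 29 *XTH* genes went both ways around a median of 0.16, with 8 called higher and 8 lower (camera, adjusted p = 0.938), and 20 had an adjusted p-value under 0.05 by either adjustment, over all genes or adjusted over the list alone. For the 10 *CESA* genes the median was −0.83, or −0.14 with genes at the count limit set to their bound. None was called higher and 5 were called lower (camera, adjusted p = 0.181), and 7 passed the adjusted p-value of 0.05, also adjusted over the list alone. For *iaa3* against wild type with BL, all calls by camera held under limma's fry, which also called the *XTH* list (adjusted p = 0.00629) and the *CESA* list (adjusted p = 0.0251). With a correlation between genes estimated by camera from these libraries, no list was called, and the adjusted p-values of the lists called above ranged from 0.0664 to 0.33. When libraries were scaled by size alone, every list's median kept its sign, at −0.86 for ARF6 targets, −1.39 for *IAA*, −1.53 for *SAUR*, −1.33 for *GH3*, −0.87 for expansins, 0.10 for *XTH* and −0.89 for *CESA* genes.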

**Figure 3.**
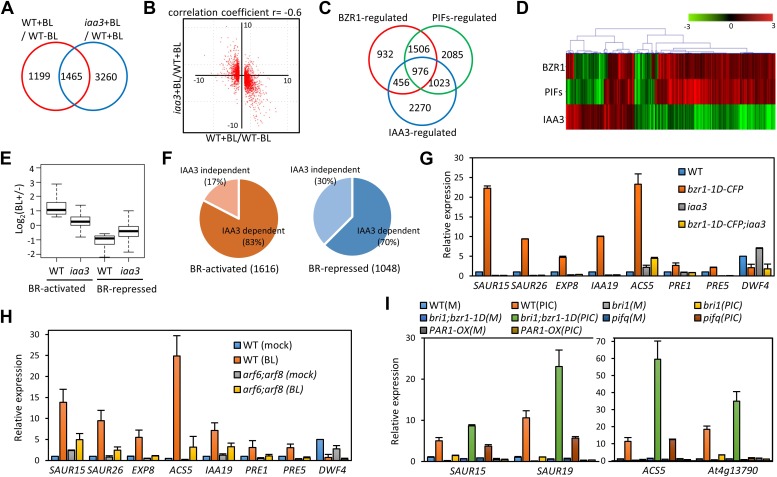
ARF6, BZR1, and PIF4 synergistically induce gene expression. (**A**) Significant overlap between BR-regulated genes and IAA3-regulated genes. (**B**) Scatter plot of log2-fold change values in the 1465 overlapping set of IAA3- and BR-regulated genes. (**C**) Significant overlap among BZR1-, PIFs-, and IAA3-regulated genes. (**D**) Heat map of the 976 genes co-regulated by BZR1, PIFs, and IAA3. Scale bar indicates fold changes (log2 value). (**E**) Box plot representation of the 1616 BR-activated or the 1048 BR-repressed genes in the WT and *iaa3/shy2-2*. (**F**) Percentage of IAA3-dependent and IAA3-independent BR-regulated genes. Genes that were not significantly affected by BR treatment in *iaa3/shy2-2* are defined as IAA3-dependent BR-regulated genes. (**G**) qRT-PCR analysis of BZR1-regulated genes in etiolated seedlings grown on 2 μM PPZ medium. Similar results are obtained from two independent biological repeats. Error bars indicate the SD of three technical repeats. (**H**) qRT-PCR analysis of BR-regulated genes in the seedlings treated with either mock or 100 nM BL for 4 hr. Error bars indicate the SD of three biological repeats. (**I**) qRT-PCR analysis of auxin responsive genes in the seedlings grown on medium containing no hormone (M) or 1 μM picloram, an artificial auxin. Error bars indicate the SD of three biological repeats. **DOI:** http://dx.doi.org/10.7554/eLife.03031.011 10.7554/eLife.03031.012Figure 3—source data 1.BR-regulated genes in wild type and their BR-responsive expression in the *iaa3* mutant.Seedlings were grown on 2 µM propiconazole medium for 5 days in the dark and treated with mock or 100 nM brassinolide (BL) for 4 hr. BR-regulated genes were defined by 1.5-fold difference between wild type (+BL) and wild type (−BL) with p-value<0.01.**DOI:** http://dx.doi.org/10.7554/eLife.03031.012 10.7554/eLife.03031.013Figure 3—source data 2.Genes whose expression levels are affected in the *iaa3* mutant.Seedlings of wild type and *iaa3* were grown on 2 µM propiconazole medium for 5 days in the dark and treated with 100 nM brassinolide for 4 hr. The IAA3-regulated genes were defined by 1.5-fold difference between *iaa3* and wild type with p<0.01.**DOI:** http://dx.doi.org/10.7554/eLife.03031.013

**Figure 3—figure supplement 1.**
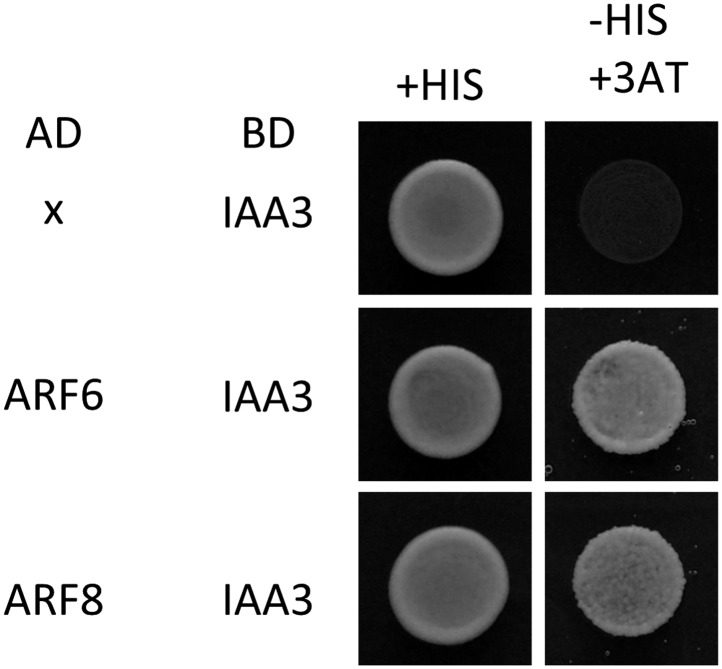
IAA3 interacts with both ARF6 and ARF8. Yeast clones were grown on the synthetic dropout (+HIS) or synthetic dropout without histidine (−HIS) plus 1 mM 3AT medium. AD: activation domain fusion vector, BD: DNA binding domain fusion vector, x: empty vector. **DOI:** http://dx.doi.org/10.7554/eLife.03031.014

**Figure 3—figure supplement 2.**
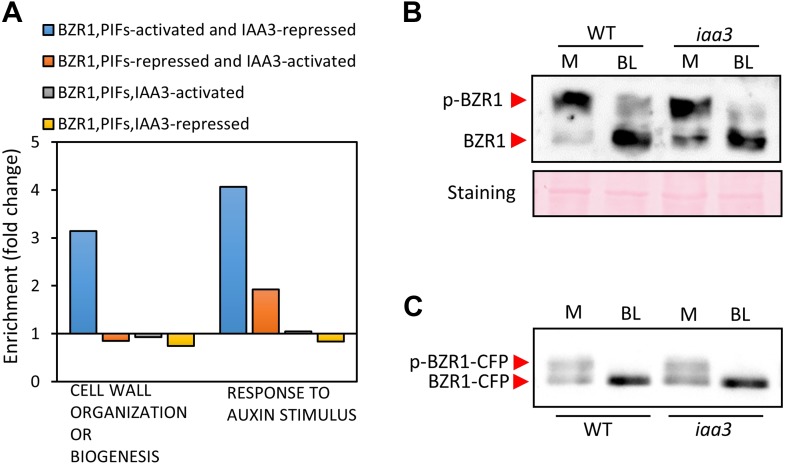
(**A**) Gene ontology analysis shows that the genes involved in cell wall organization or biogenesis, and the auxin responsive genes are enriched in the BZR1, PIFs-activated but IAA3-repressed genes. (**B**) Endogenous BZR1 phosphorylation status is not affected in the *iaa3/shy2-2* mutant. Seedlings (Col-0) were grown on the medium containing 2 μM BRZ for 5 days in the dark and then treated with either mock (M) or 100 nM brassinolide (BL) for 30 min. Endogenous BZR1 was detected by anti-BZR1 antibody. p-BZR1: phosphorylated BZR1, BZR1: de-phosphorylated BZR1. (**C**) BZR1-CFP phosphorylation status is not affected in the *iaa3* mutant. Transgenic plants expressing BZR1-CFP driven by native BZR1 promoter (BZR1p::BZR1-CFP) in the wild type or *iaa3* were grown on the regular MS medium for 5 days under white light and then treated with either mock (M) or 100 nM brassinolide (BL) for 1 hr. BZR1-CFP was detected by anti-GFP antibody. p-BZR1-CFP: phosphorylated BZR1-CFP, BZR1-CFP: de-phosphorylated BZR1-CFP. **DOI:** http://dx.doi.org/10.7554/eLife.03031.015

The overall effect of BR treatment on gene expression is diminished in *iaa3* compared to wild type (Figure 3E)*.* Of the 1616 BR-activated genes detected in wild-type plants, only 276 genes (17.1%) were activated by BR treatment in *iaa3*, whereas a bigger portion of BR-repressed genes (30% of 1048) were still repressed by BR treatment in *iaa3* (Figure 3F, Figure 3—source data 1). 

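In wild type the median log2 fold change with BL was 1.06 for the BR-activated and −0.92 for the BR-repressed genes. In *iaa3* the medians of the same genes were 0.24 and −0.42. Across the 4 pairings of a BL with a mock library, the medians in *iaa3* lay between 0.19 and 0.27 for activated genes and between −0.40 and −0.38 for repressed genes. The ranges in wild type were 1.03 to 1.06 and −0.92 to −0.89. Of the BR-activated genes, 329 (19.1%, 95% Wilson interval 17.3% to 20.98%) were also called activated in *iaa3*, and 351 BR-repressed genes (29.3%, 26.8% to 31.9%) were also called repressed. The intervals cover counting error only. Genes chosen for their change in wild type are missed in a second genotype in part by chance. When *iaa3* was simulated with the full wild type response, 76.4% of activated genes (74.6% to 79.0% over 20 simulations) and 66.0% of repressed genes (64.8% to 67.1%) were called. The simulated medians were 0.98 and −0.84. The interaction of genotype and treatment was called for 956 of the 1397 activated genes not called in *iaa3* (68.4%), and for 402 of the 848 such repressed genes (47.4%). In 63 and 5 of these genes every *iaa3* library had at most 3 counts, so that a response was not detectable at this depth. Expression in *iaa3* was also matched, by weighting repressed genes to the activated ones. The repressed genes then kept their call in 29.4% of cases, 10.4 percentage points more than activated genes (two-sided permutation p = 1e-04, the smallest that 10000 permutations can give). With the size of the wild type change matched as well, the share of repressed genes was 33.6%. The permutation takes genes as independent, which they are not, so its p-value does not measure the spread between cultures. The threshold in *iaa3* moved both shares most. At an unadjusted p-value under 0.05 with no fold threshold, 43.0% of the activated and 53.1% of the repressed genes were called.

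**Figure D2:**
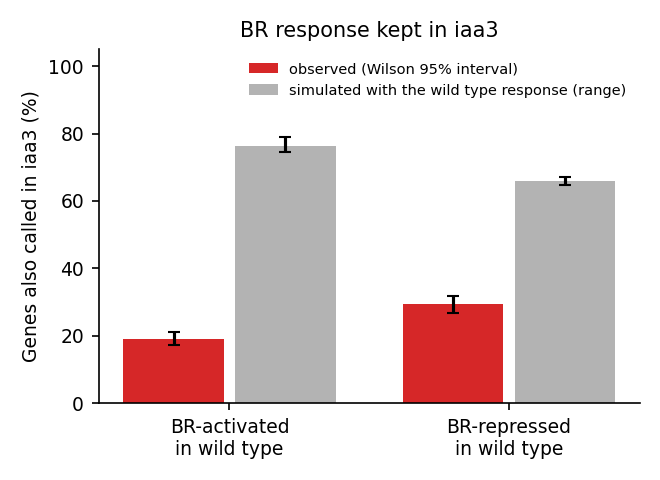
Percentage of genes activated or repressed by BL in wild type that were also called, in the same direction, in *iaa3*. Red bars are the observed shares with 95% Wilson intervals, and grey bars the mean of 20 simulations in which *iaa3* had the wild type response, with their range. Observed shares of 19.1% and 29.3% lie below the simulated 76.4% and 66.0%.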

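*IAA19* (AT3G15540) and *PRE6* (AT1G26945) had counts well above the limit of 3 in every library. BL raised *IAA19* in wild type with a log2 fold change of 3.18 (standard error 0.11, adjusted p = 1e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *iaa3* the change was 0.15 (standard error 0.20, adjusted p = 0.66, same test), and its sign depended on the library, from −0.15 without *iaa3* BL replicate 1 to 0.42 without replicate 2. The difference in response was −3.04 (interaction, adjusted p = 1.07e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *PRE6* the log2 fold change was 2.03 (standard error 0.11) in wild type and 0.40 (standard error 0.24) in *iaa3*, with a difference of −1.63 (interaction, adjusted p = 0.00237, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The change of *PRE6* in *iaa3* was 0.03 without *iaa3* BL replicate 2 and 0.66 without replicate 1. *EXP8* (AT2G40610) had 165 and 114 counts in wild type mock, 1595 and 1296 in wild type BL, 2 and 6 in *iaa3* mock, and 28 and 21 in *iaa3* BL. It rose with BL in both genotypes, by 3.44 in wild type (standard error 0.19) and by 2.82 in *iaa3* (standard error 0.67, adjusted p = 0.0146, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 3.79 without *iaa3* mock replicate 2. The difference was −0.62 (interaction, adjusted p = 0.703, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), within its error. Between −1.20 and 0.35 when a library was left out, it was 0.35 without *iaa3* mock replicate 2. With BL the level of *EXP8* was lower in *iaa3* than in wild type, by a log2 fold change of −5.62 (standard error 0.25, adjusted p = 4.32e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both *iaa3* groups had at most 3 counts of *SAUR15* (AT4G38850), *SAUR26* (AT3G03850), *PRE1* (AT5G39860) and *PRE5* (AT3G28857), so no fold change with BL can be given there. In wild type these genes rose by 4.77 (*SAUR15*, standard error 0.28), 3.66 (*SAUR26*, 0.18), 2.30 (*PRE1*, 0.37) and 1.84 (*PRE5*, 0.18) on the log2 scale. The rise of *SAUR15* was 5.61 without wild type mock replicate 1 and 4.20 without replicate 2. With BL, the level in *iaa3* was at least 62.4-fold lower than in wild type for *SAUR15*, 86.9-fold for *SAUR26*, 15.7-fold for *PRE1* and 65.1-fold for *PRE5*. *ACS5* had 0 and 2 counts in *iaa3* mock against 11 and 4 in *iaa3* BL, at least 3.07-fold higher with BL. The bound was 4.67-fold without *iaa3* BL replicate 2 and 1.475-fold without replicate 1.

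**Figure D3:**
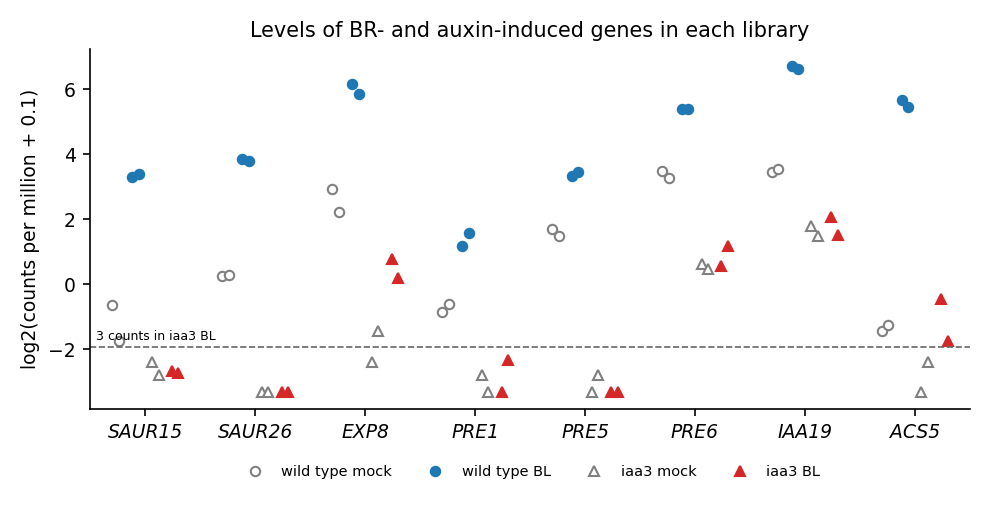
Level of each gene in each library, as log2(CPM + 0.1). Circles are wild type and triangles *iaa3*, open for mock and filled for BL, with 2 libraries per group. The dashed line is the level of 3 counts in the *iaa3* BL libraries, and the *iaa3* libraries lie at or below it for *SAUR15*, *SAUR26*, *PRE1* and *PRE5*.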

Reverse transcription-quantitative PCR (RT-qPCR) analysis of selected genes, including *SAURs* (*SAUR15, SAUR26*), *ESPANSIN* (*EXP8*)*, PREs*, and *DWF4,* confirmed the patterns observed in the genome-wide analysis (Figure 3G). Activation of the BR- and auxin-induced genes by *bzr1*-*1D* was abolished or diminished by *iaa3*, but the repression of BR-repressed *DWF4* expression was unaffected by *iaa3* (Figure 3G). Consistent with *iaa3* mutation not affecting the BZR1 function in repression of gene expression, the phosphorylation or accumulation status of BZR1 was not affected in the *iaa3* mutant (Figure 3—figure supplement 2B,C). If the effect of *iaa3* on BR responses is due to inactivation of ARFs, loss of the ARF functions would have a similar effect as *iaa3*. Indeed, BR-activated genes were less activated in *arf6;arf8* than in wild type, but BR-repressed genes were normally repressed in *arf6;arf8* (Figure 3H). The effect of *arf6;arf8* is similar to but weaker than *iaa3* (Figure 3G,H), consistent with additional ARF factors playing overlapping role with ARF6 and ARF8 and being suppressed by *iaa3*. These results indicate that BR activation of genes for hypocotyl elongation is dependent on auxin activation of ARFs, whereas BR feedback repression of BR biosynthesis genes is independent of auxin signaling.

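Expression of the 7 BR biosynthesis genes examined fell with BL in both genotypes. Their median log2 fold change was −4.06 in wild type (camera, adjusted p = 2.67e-09) and −2.80 in *iaa3* (camera, adjusted p = 2.95e-13), with 6 genes called lower in each. The test of the list's difference in response gave a median of 0.36 (camera, adjusted p = 0.166). *DWF4* (AT3G50660) had 3338 and 3588 counts in wild type mock, 111 and 98 in wild type BL, 4420 and 3537 in *iaa3* mock, and 86 and 99 in *iaa3* BL. Its log2 fold change was −4.98 (standard error 0.12) in wild type and −5.18 (standard error 0.13) in *iaa3*, with an interaction of −0.20 (standard error 0.19, adjusted p = 0.5, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *CPD* (AT5G05690) changed by −2.26 (standard error 0.09) and −1.90 (standard error 0.08). The interaction of 0.36 had an adjusted p of 0.0572 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and passed 0.05 under DESeq2 (adjusted p = 0.0417), with library size alone (edgeR, adjusted p = 0.0252) and with the replicate number as a term (edgeR, adjusted p = 0.0276). *CYP90D1* (AT3G13730) was repressed less in *iaa3*, with log2 fold changes of −4.67 (standard error 0.17) in wild type and −3.10 (standard error 0.14) in *iaa3* and an interaction of 1.57 (standard error 0.26, adjusted p = 0.00203, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It had 13 and 23 counts in wild type BL, and the interaction was 1.22 without replicate 1 of that group and 2.02 without replicate 2. For *BR6OX2* (AT3G30180) the changes were −6.59 (standard error 0.12) and −6.21 (standard error 0.12), with an interaction of 0.37 (adjusted p = 0.176, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ROT3* (AT4G36380) changed by −1.42 (standard error 0.09) and −1.43 (standard error 0.09). Its interaction, −0.01 (adjusted p = 0.981, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), changed sign when some libraries were left out and with library size alone. *BR6OX1* (AT5G38970) changed by −4.06 (standard error 0.21) and −2.80 (standard error 0.32), with an interaction of 1.26 (adjusted p = 0.132, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and had 5 counts in each *iaa3* BL library. In mock its level was already lower in *iaa3* than in wild type, with a log2 fold change of −2.37 (standard error 0.17, adjusted p = 3.26e-06, same test). With BL the difference was −1.11 (standard error 0.40, adjusted p = 0.0559, same test). *DET2* (AT2G38050) was not called in either genotype, with −0.24 (adjusted p = 0.0669) and −0.41 (adjusted p = 0.0114, both edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the ARF6 targets, BL in wild type activated 120 and repressed 33, whereas in *iaa3* it activated 25 and repressed 43. The difference in response of the ARF6 targets had a median of −0.61 (camera, adjusted p = 3.32e-17), and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called a lower log2 fold change with BL in *iaa3* than in wild type for 110 of the 252 genes and a higher one for 13. In the paper, activation was lost or reduced in *iaa3* and reduced in *arf6;arf8*. Repression of *DWF4* by *bzr1-1D* was kept in *iaa3*, and repression by BR was normal in *arf6;arf8*. A larger share of BR-repressed than of BR-activated genes still responded in *iaa3*, and BZR1 phosphorylation and accumulation were unchanged there. The paper concludes that BR needs auxin-activated ARFs to induce genes for hypocotyl elongation. It also concludes that BR represses BR biosynthesis genes without auxin signaling.

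**Figure D4:**
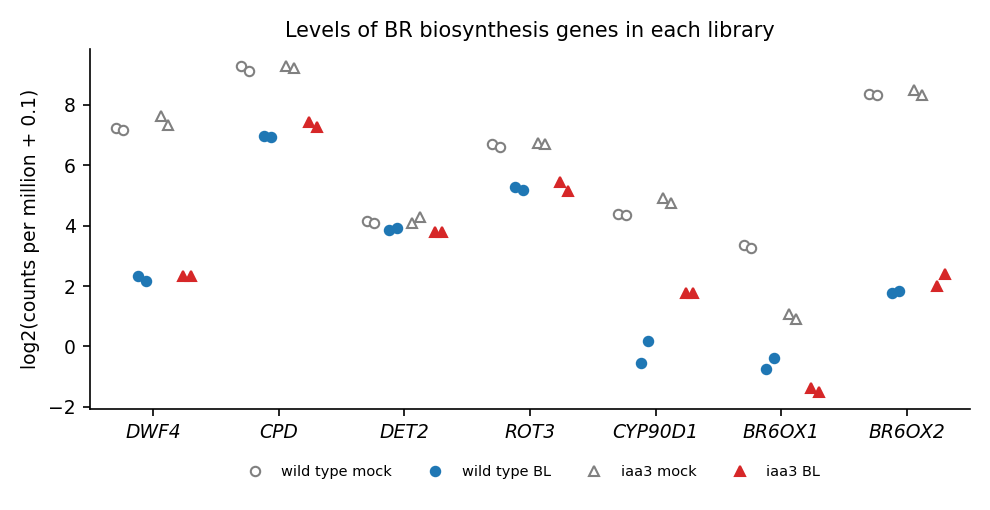
Level of BR biosynthesis genes in each library, as log2(CPM + 0.1), with circles for wild type and triangles for *iaa3*, open for mock and filled for BL (2 libraries per group). With BL every gene but *DET2* lies well below its mock level in both genotypes, and *CYP90D1* lies higher in *iaa3* BL than in wild type BL.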

We next asked whether BZR1 and PIFs are involved in the auxin regulation of gene expression. Auxin-activated genes *SAUR15, SAUR19, ACS5,* and *At4g13790* were less activated by auxin in *bri1-116* than in wild type, but *bzr1-1D* enhanced the auxin activation of these genes in the *bri1-116* background (Figure 3I), indicating that BR promotes auxin responsive genes by activating BZR1. The auxin activation of these genes was reduced in the *pif*-*quadruple* mutant (*pifq*) lacking four PIFs (PIF1/PIL5, PIF3, PIF4 and PIF5/PIL6) (Shin et al., 2009) and completely abolished by overexpression of PAR1 (*PAR1-OX*), which inhibits PIF activities (Hao et al., 2012; Figure 3I), consistent with previous observation (Roig-Villanova et al., 2007). Taken together, our genome- and gene-expression analyses show that BZR1, PIFs, and ARFs interdependently regulate the expression of large numbers of genes, integrating BR, light, and auxin signals into a common set of transcriptome.

### ARF6, BZR1, and PIF4 synergistically promote hypocotyl elongation

The BZR-ARF-PIF module provides a molecular model for integrating auxin signaling with BR and phytochrome pathways. To understand the functional importance of the interactions between ARF6, BZR1, and PIF4, we analyzed the effects of genetic alteration of each component on the growth responses to changes in the other activities. Hypocotyl elongation of the BR receptor mutant *bri1* shows diminished response to auxin (Figure 4A), as observed previously (Nemhauser et al., 2004), but the auxin-insensitive phenotype of *bri1* was fully rescued by *bzr1-1D* (Figure 4A), indicating that BZR1 mediates BR enhancement of auxin response. The hypersensitivity of *bzr1-1D* to auxin was abolished by the *iaa3* mutation (Figure 4B), suggesting that ARF activity is required for BZR1 function. Consistently, both *iaa3* and *arf6;arf8* were less sensitive to BR than was wild type (Figure 4C). Furthermore, the *bzr1-1D;arf6;arf8* triple mutant and *bzr1-1D;iaa3* double mutant showed shorter hypocotyls on the medium containing BR biosynthesis inhibitor BRZ than the *bzr1-1D* single mutant (Figure 4D,E), indicating that ARF6/8 are required for BZR1 promotion of hypocotyl elongation. Finally, to determine whether PIFs are required for auxin response, we checked the hypocotyl response to auxin in *pifq* and *PAR1-OX*. Compared with wild type, *pifq* was less sensitive and *PAR1-OX* was almost insensitive to auxin (Figure 4A). These results indicate that ARF, BZR1 and PIFs are interdependent in promoting hypocotyl elongation, consistent with their cooperative regulation of a core set of genes involved in hypocotyl cell elongation.

**Figure 4.**
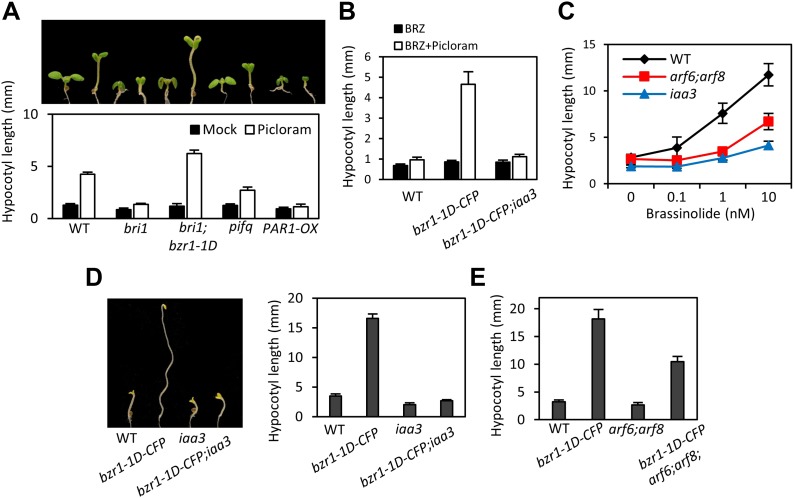
ARF6, BZR1, and PIF4 act interdependently in promoting hypocotyl elongation. (**A**) BZR1 and PIFs are required for auxin promotion of hypocotyl elongation. Seedlings were grown on 5 μM artificial auxin picloram or mock medium. (**B**) Hypersensitivity of *bzr1-1D* to auxin is abolished by *iaa3/shy2-2* mutation. Seedlings were grown on the medium containing 2 μM brassinazole (BRZ) with or without 5 μM artificial auxin picloram. (**C**) ARF6 and ARF8 are required for BR promotion of hypocotyl elongation. Seedlings were grown on medium containing 2 μM BRZ plus various concentration of BL in the dark. (**D**) The *iaa3/shy2-2* mutation inhibits BZR1 promotion of hypocotyl elongation. Representative seedlings are shown in left panel and quantification of hypocotyl lengths are shown in right graph. Seedlings were grown on the 2 μM BRZ medium in the dark. (**E**) ARF6 and ARF8 are required for BZR1 promotion of hypocotyl elongation. Seedlings were grown on the 2 μM BRZ medium in the dark. All error bars in (**A**–**E**) indicate SD (*n* = 10 plants). **DOI:** http://dx.doi.org/10.7554/eLife.03031.016

### The HLH/bHLH module mediates developmental regulation of auxin sensitivity

The stronger auxin insensitivity of *PAR1-OX* than *pifq* suggests that besides the four PIFs, additional PAR1-inactivated factors are involved in the auxin signaling. However, PAR1 did not interact with IAA3 and ARF6 (Figure 5—figure supplement 1). The *Arabidopsis* Interactome map showed that PAR1 interacts with another bHLH transcription factor BEE2 (Arabidopsis Interactome Mapping Consortium, 2011), which was shown to be involved in BR regulation of cell elongation (Friedrichsen et al., 2002). Our yeast two-hybrid assays confirmed that PAR1 interacts with BEE2 and its close homolog HBI1 as well (Figure 5A). Like PIF4, BEE2, and HBI1 also interact with ARF6 (Figure 5B). Transgenic plants overexpressing a dominant repressor version of HBI1 (*HBI1-SRDX*) (Bai et al., 2012a) were less sensitive to auxin than was wild type (Figure 5C), supporting a positive role of HBI1 in auxin promotion of hypocotyl elongation. These results suggest that ARF6 interacts with multiple bHLH transcription factors as co-transcriptional regulators, and PAR1 attenuates auxin response through direct inactivation of these bHLH transcription factors.

**Figure 5.**
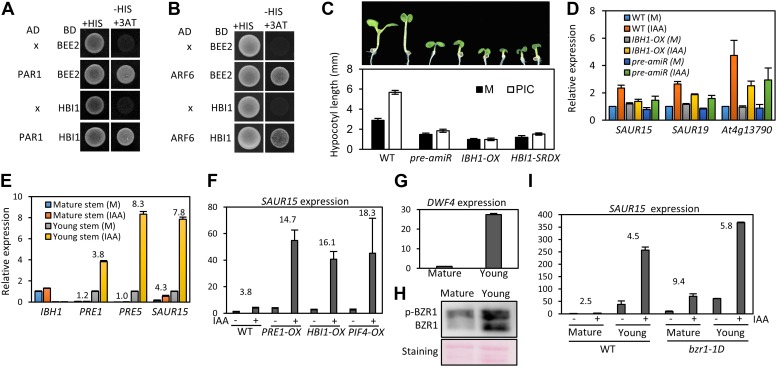
The HLH/bHLH module mediates developmental regulation of auxin sensitivity. (**A**) PAR1 interacts with BEE2 and HBI1 in yeast two-hybrid assay. (**B**) ARF6 interacts with BEE2 and HBI1 in yeast two-hybrid assay. (**C**) The *pre-amiR*, *IBH1-OX,* and *HBI1-SRDX* plants are less sensitive to auxin. Seedlings were grown on hormone-free or 5 μM picloram medium for 7 days. Error bars indicate SD (*n* = 10 plants). (**D**) Auxin activation of gene expression is diminished in the *pre-amiR* and *IBH1-OX* plants. 7-day-old seedlings were treated with mock (M) or 1 μM IAA for 2 hr. (**E**) Young stems are more sensitive to auxin than mature stems. Young stems (2 cm stem from the top) and mature stems (2 cm stem from the bottom) were treated with mock (M) or 1 μM IAA for 2 hr. (**F**) Auxin sensitivity of mature stem is enhanced by *PRE1-OX*, *HBI1-OX,* and *PIF4-OX*. Numbers indicate ratios between IAA-treated and mock-treated. (**G**) The *DWF4* expression is high in the young stems. (**H**) BZR1 is less phosphorylated in young stems than in mature stems. Proteins extracted from the young and mature stems of the *BZR1p::BZR1-CFP* transgenic plants were analyzed by anti-YFP immunoblotting. Ponceau S staining is shown for loading control. (**I**) Auxin sensitivity of mature stem is restored by *bzr1-1D*. Sections of mature and young stems from plants of same height were treated with IAA for 2 hr, and the expression levels of *SAUR15* were analyzed by qRT-PCR. Numbers in (**E**, **F**, **I**) indicate ratios of the expression levels of IAA-treated to mock-treated. Error bars in (**D**–**I**) indicate the SD of three biological repeats. **DOI:** http://dx.doi.org/10.7554/eLife.03031.017

**Figure 5—figure supplement 1.**
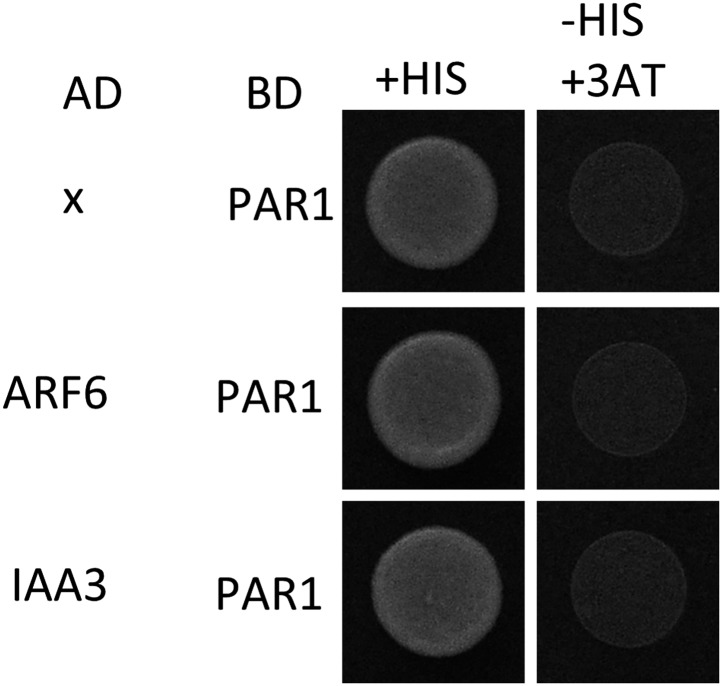
PAR1 does not interact with ARF6 and IAA3. Yeast clones were grown on the synthetic dropout (+HIS) or synthetic dropout without histidine (−HIS) plus 1 mM 3AT medium. AD: activation domain fusion vector, BD: DNA binding domain fusion vector, x: empty vector. **DOI:** http://dx.doi.org/10.7554/eLife.03031.018

HBI1 was recently identified as part of a tripartite HLH/bHLH cascade, in which two non-DNA binding HLH factors, PRE1 and IBH1, antagonize each other, and IBH1 interacts with HBI1 and inhibits HBI1 DNA-binding (Bai et al., 2012a). Therefore, PRE1 and IBH1 may modulate auxin response by altering HBI1 activity. Indeed, knock down of multiple *PREs* (*PRE1*, *PRE2*, *PRE5* and *PRE6*) by artificial micro-RNA (*pre-amiR*) or overexpression of IBH1 (*IBH1-OX*) (Bai et al., 2012a, 2012b), significantly reduced the sensitivity of transgenic plants to auxin in terms of both hypocotyl elongation and gene expression (Figure 5C,D).

The expression levels of *IBH1* and *PRE1* are developmentally regulated; *PRE1* expression is high in young and growing tissues, whereas *IBH1* expression is high in mature and growth-arrested tissues (Zhang et al., 2009; Ikeda et al., 2012). We confirmed the developmental regulation of expression of *PRE1*, *PRE5* and *IBH1* (Figure 5E), and found that auxin treatment induced bigger fold changes of the *PREs* and *SAUR15* expression levels in young stems than in mature stems (Figure 5E). The reduced auxin sensitivity of the *SAUR15* gene in the mature stem was restored in the *PRE1-OX*, *HBI1-OX* and *PIF4-OX* plants (Figure 5F), supporting that developmental regulation of *PREs* and *IBH1* impacts auxin sensitivity through PIF4 and HBI1. The expression level of BR biosynthesis gene *DWF4* was high in young stems but low in mature stems (Figure 5G). Consistent with the expression pattern of *DWF4*, BZR1 was less phosphorylated in the young stems than in the mature stems (Figure 5H), indicating that BZR1 is more activated in the young tissues (He et al., 2002; Gampala et al., 2007; Ryu et al., 2007). Since BZR1 interacts with ARF6 to potentiate auxin response, differential BZR1 activity may also contribute to the difference in auxin sensitivity between young and mature tissues. Indeed, activation of BZR1 by the *bzr1-1D* mutation increased auxin sensitivity of *SAUR15* expression in the mature stem (Figure 5I). Together, these results suggest that developmental regulation of BZR1 and HLH factors contributes to the changes of auxin sensitivity over the progression of organ development.

### Auxin and GA crosstalk through RGA interaction with ARF6

GA regulates cell elongation through the degradation of DELLA proteins, which inactivate BZR1 and PIFs (Bai et al., 2012b; de Lucas et al., 2008; Feng et al., 2008). A comparison of ARF6 targets with BZR1 and PIF4 targets revealed that GA-activated genes are enriched in the common targets of ARF6, BZR1, and PIF4 (Figure 1I), suggesting that ARF6 is also involved in GA response. Therefore, we tested whether ARF6 directly interacts with the DELLA protein RGA. In yeast two-hybrid assays, RGA interacted with the middle domain and, to a lesser extent, the DNA binding domain of ARF6 (Figure 6A, Figure 6—figure supplement 1). RGA also interacted with other activator ARFs (ARF6, ARF7 and ARF8), but not repressor ARF1 (Figure 6A). In addition, HA-RGA, but not HA-YFP, was pulled down by ARF6-Myc in vitro (Figure 6B), and RGA-GFP was co-immunoprecipitated with ARF6-Myc in *Arabidopsis* protoplasts (Figure 6C). These results demonstrate that RGA directly interacts with ARF6. Since the middle domain of ARF6 also mediates the ARF6-PIF4/BZR1 interactions (Figure 2—figure supplement 1), it is likely that RGA competes with PIF4/BZR1 for interaction with ARF6. Indeed, the ARF6-PIF4 interaction was reduced by rga-Δ17, which is a stable form of RGA due to deletion of the N-terminal DELLA domain (Bai et al., 2012b; Figure 6D), suggesting that RGA disrupts the ARF6–PIF4 interaction.

**Figure 6.**
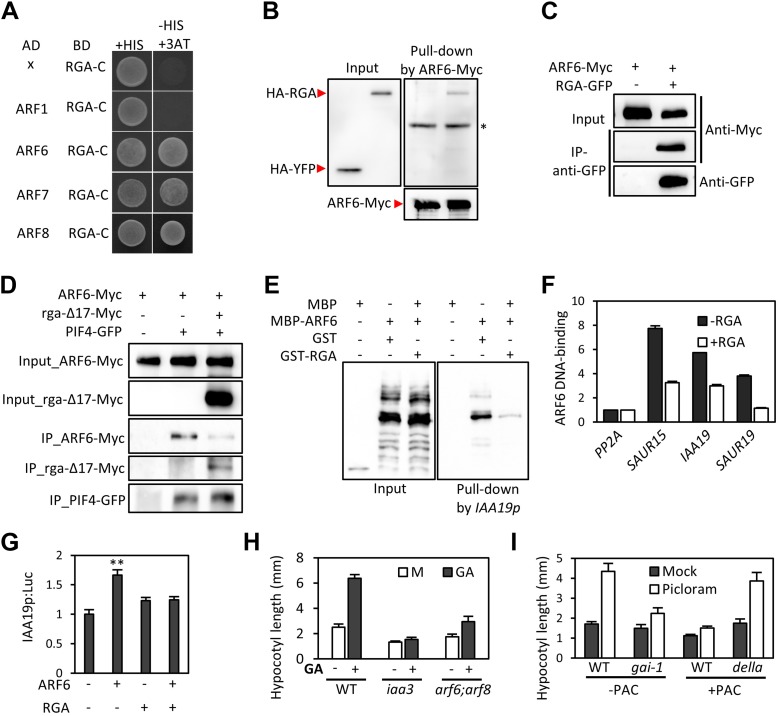
RGA interacts with ARF6 and blocks ARF6 binding to DNA. (**A**) RGA interacts with ARF6, ARF7, and ARF8, but not ARF1 in the yeast two-hybrid assay. RGA with deletion of N-terminal 208 amino acids (RGA-C) was used for the assay. (**B**) RGA interacts with ARF6 in vitro. In vitro-translated HA-YFP and HA-RGA proteins were incubated with in vitro-translated ARF6-Myc protein bound to magnetic beads, and the pulled-down proteins were analyzed by immunoblot with anti-HA antibody. * indicates IgG band. (**C**) RGA interacts with ARF6 in vivo. Protein extracts from protoplasts transfected with *ARF6-Myc* or *ARF6-Myc* and *RGA-GFP* were immunoprecipitated with anti-GFP antibody, and analyzed by immunoblots with anti-GFP or anti-Myc antibody. (**D**) RGA disrupts the PIF4–ARF6 interaction. Arabidopsis mesophyll protoplasts were transfected to express ARF6-Myc alone or with PIF4-GFP and rga-Δ17-Myc as indicated, and the extracted proteins were immunoprecipitated by anti-GFP antibody. Gel blots were probed with anti-Myc or anti-GFP antibody. (**E**) RGA inhibits ARF6 binding to the *IAA19* promoter in DNA pull-down assay. (**F**) RGA inhibits ARF6 DNA-binding ability in vivo. Protoplasts transfected with *GFP-Myc* (negative control) or *ARF6-Myc* with or without *RGA-GFP* were used for ChIP assay. Error bars indicate the s.d. of two technical repeats. Similar results were obtained in two independent experiments. (**G**) RGA inhibits ARF6 transcriptional activation activity. *IAA19p::Luc* was co-transfected with *ARF6-GFP*, *RGA-GFP,* or both, into *Arabidopsis* mesophyll protoplasts. The *IAA19p::Luc* activities were normalized by the *35S::renilla* luciferase. Error bars indicate the s.e. of 10 biological repeats (*n* = 10) and **p<0.01. (**H**) Auxin signaling mutants are less sensitive to GA. Seedlings were grown on the 10 μM paclobutrazole with or without 1 μM GA in the dark. Error bars indicate SD (*n* = 10 plants). (**I**) DELLA inhibits the auxin promotion of hypocotyl elongation. Seedlings were grown on MS medium for 3 days and then transferred to the medium containing mock or 5 μM picloram, with or without 10 μM paclobutrazol (PAC), and incubated for 4 days. Error bars indicate SD (*n* = 10 plants). **DOI:** http://dx.doi.org/10.7554/eLife.03031.019

**Figure 6—figure supplement 1.**
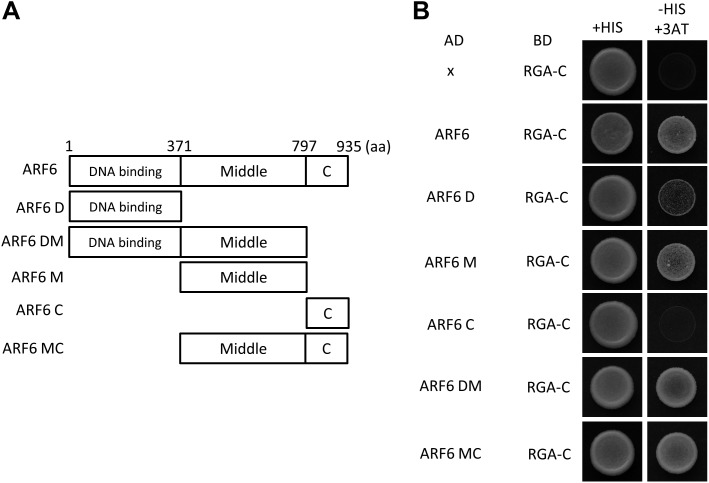
(**A**) Box diagram of various fragments of ARF6 used in the yeast-two hybrid assay. (**B**) RGA interacts strongly with a middle domain of ARF6 (ARF6 M) and interacts weakly with a DNA binding domain of ARF6 (ARF6 D). RGA with deletion of N-terminal 208 amino acids (RGA-C) was used for the assay. Yeast clones were grown on the synthetic dropout (+HIS) or synthetic dropout without histidine (−HIS) plus 1 mM 3AT medium. AD: activation domain fusion vector, BD: DNA binding domain fusion vector, x: empty vector. **DOI:** http://dx.doi.org/10.7554/eLife.03031.020

**Figure 6—figure supplement 2.**
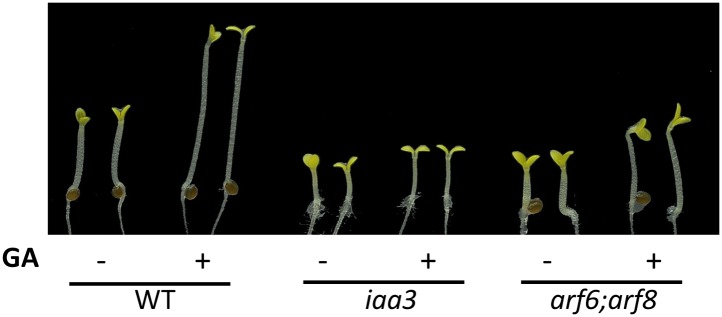
Auxin signaling mutants are less sensitive to GA. Seedlings were grown on the 10 μM paclobutrazole with or without 1 μM GA in the dark. Representative seedlings are shown. **DOI:** http://dx.doi.org/10.7554/eLife.03031.021

To examine if RGA directly inhibits the DNA-binding ability of ARF6, like it does to BZR1 and PIF4 (de Lucas et al., 2008; Feng et al., 2008; Li et al., 2012b; Gallego-Bartolome et al., 2012; Bai et al., 2012b), we performed DNA–protein pull-down assays. Biotin-labeled *IAA19* promoter fragment containing AuxRE effectively pulled down MBP-ARF6 in the absence of RGA, but not after pre-incubation of MBP-ARF6 with GST-RGA (Figure 6E), indicating that RGA prevents ARF6 from binding to target DNA. ChIP assay confirmed that RGA inhibits ARF6 binding to target genes in vivo (Figure 6F). Transient reporter gene expression assays showed that ARF6 increases *IAA19* promoter activity, but the ARF6 effect was abolished by co-transfection with RGA (Figure 6G). These data demonstrate that DELLA interacts with ARF6 and inhibits ARF6 DNA-binding to modulate ARF6 target gene expression.

The DELLA inhibition of ARF6 suggests that GA promotes cell elongation by enhancing auxin/ARF-mediated responses. Indeed, the GA-promotion of hypocotyl elongation was much reduced in the *iaa3* and *arf6;arf8* mutants compared to the wild type (Figure 6H, Figure 6—figure supplement 2), supporting the notion that auxin activation of ARFs is necessary for the GA promotion of hypocotyl elongation. In addition, the auxin promotion of hypocotyl elongation was compromised in the GA-insensitive mutant *gai-1* (Peng et al., 1997) and in wild-type plants grown on the medium containing GA biosynthesis inhibitor paclobutrazol (PAC) (Figure 6I), both of which accumulate DELLA proteins, but was nearly normal in the PAC-treated *della pentuple* mutant (*della*) lacking all five members of the DELLA family (Wang et al., 2009; Figure 6I), indicating that accumulation of DELLA proteins inhibits auxin sensitivity. Taken together, these data indicate that the GA-induced degradation of DELLAs allows ARF6, together with BZR1 and PIF4, to bind to target DNA and to activate gene expression and hypocotyl cell elongation.

## Discussion

The ability to make decision based on integration of large numbers of signal inputs is a feature of advanced control system. The level of such ability that has evolved for the cellular control systems of plants remains unclear. While cell elongation, as the major growth process in plants, is the target of many signaling pathways that have evolved to provide the high level of developmental plasticity in higher plants, it has been unclear whether these pathways act on independent cellular machineries involved in elongation or they are processed by a central control system into a coherent cellular decision. Although physiological synergism and genetic interdependency suggested signal integration, the essential molecular connections between the signaling pathways, particularly with the auxin pathway, have been elusive. Our findings of the BZR-ARF-PIF/DELLA (BAP/D) module illustrate an elegant model of signal integration, which explains the synergistic or antagonistic interactions between auxin and the other signaling pathways. Our study demonstrates that hypocotyl cell elongation is controlled by major hormonal and environmental pathways through a central circuit of interacting transcription regulators.

A close relationship between auxin and BR has been suggested by their synergistic physiological effects, genetic interdependence, and overlapping genomic effects (Goda et al., 2004; Nemhauser et al., 2004). Several possible mechanisms have been proposed for the auxin-BR interdependence, including BIN2–ARF interaction, and co-regulation of gene expression by BZR and ARF factors (Vert et al., 2008; Walcher and Nemhauser, 2012). Our genetic analysis demonstrated that BZR1 plays a major role in potentiating auxin responses. Consistent with our genetic data and previous analysis of BR-auxin co-regulation of the *SAUR15* promoter (Walcher and Nemhauser, 2012), our genomic and biochemical experiments showed direct interaction between BZR1 and ARF6 at the promoters of a large set of genomic targets, demonstrating that the auxin and BR pathways mainly converge through BZR–ARF interaction at shared target promoters.

Light antagonizes auxin, BR, and GA to inhibit hypocotyl elongation and promote photomorphogenesis. Light signaling mediated by phytochromes induces degradation of PIFs (Leivar and Quail, 2011). In this study, we show that ARF6 shares most of its binding target genes with PIF4 and they interdependently activate shared target promoters, which explains the requirement of PIFs for auxin responsive gene expression and hypocotyl elongation and the requirement of auxin for skotomorphogenesis. The incomplete overlap between targets of BZR1, ARF6, and PIF4 suggests that their interactions are selected and/or facilitated by specific promoters to allow co-regulation of hypocotyl elongation and photomorphogenesis, while each pathway or combination of two pathways may regulate other gene sets and developmental processes. ARF6 showed a higher level of target overlap with PIF4 than with BZR1, suggesting a tighter integration between the environmental signal and hormonal signal than between different hormones.

PIFs are considered a central hub for integrating environmental and developmental signals (Leivar and Quail, 2011). In addition to light, temperature and the circadian clock transcriptionally regulate members of PIF family (Nozue et al., 2007; Koini et al., 2009), and consequently alter auxin synthesis as well as auxin sensitivity through the BAP module. The integral role of PIFs in hormone-responsive gene expression is also consistent with the finding of the HUD element, a potential binding site of PIF4/5, associated with the morning-specific phytohormone gene expression program (Nozue et al., 2007; Michael et al., 2008). The DNA-binding activities of PIFs are also modulated by the tripartite HLH/bHLH module, in which the PRE family of non-DNA binding HLH factors sequesters another class of HLH factors (including IBH1 and PAR1), which otherwise inhibit DNA-binding of bHLH factors including HBI1 and PIFs (Hao et al., 2012; Ikeda et al., 2012; Bai et al., 2012a). The HLH/bHLH module has a major effect on plant sensitivity to auxin, BR and GA, presumably by controlling PIF4 and HBI1, which both interact with ARF6. Considering that GA, BR, auxin, and PIF4 increase the transcription levels of several *PRE* members (Chapman et al., 2012; Oh et al., 2012; Bai et al., 2012b), the HLH/bHLH modules appear to form positive feedback loops, which potentially re-enforce the activation of the BAP module and help maintain the growing condition in the dark or in young developing organs. The increase of *IBH1* expression appears to mediate, at least partly, inactivation of hormone responses in mature organs (Figure 5), whereas a decrease of *HBI1* expression mediates growth arrest and defense activation in response to pathogen infection (Fan et al., 2014; Malinovsky et al., 2014). As such, the HLH/bHLH module also provides additional nodes for input and output.

GA has been shown to promote hypocotyl elongation by removing DELLA repression of BZR1 and PIF4. Physiological studies supported additive effects of auxin and GA, while a recent study suggested that auxin regulates GA biosynthesis to release DELLA-dependent growth repression (Chapman et al., 2012). In this study, we show that GA promotion of hypocotyl elongation also requires auxin activation of ARFs, as the *iaa3* and *arf6,arf8* mutants show severely reduced GA response in hypocotyl elongation. Similar to DELLA inhibition of BZR1 and PIFs, DELLA also inhibits DNA-binding of ARF6. In contrast to the cooperative interactions among BZR1, ARF6, and PIF4, the DELLA protein RGA inhibits ARF6–PIF4 interaction. As such, DELLA inhibits both protein–DNA and protein–protein interactions of the BAP module, providing presumably coordinated and coherent control of all three components of the BAP module. Together, our study illustrates that the major growth-regulation pathways, auxin, BR, GA, and phytochrome, converge at the BAP/D module to control hypocotyl cell elongation (Figure 7). We propose that the BAP/D module coupled with the HLH/bHLH module forms the central growth regulation network that integrates hormonal, environmental, and developmental inputs into the decisions about hypocotyl cell elongation (Figure 7).

**Figure 7.**
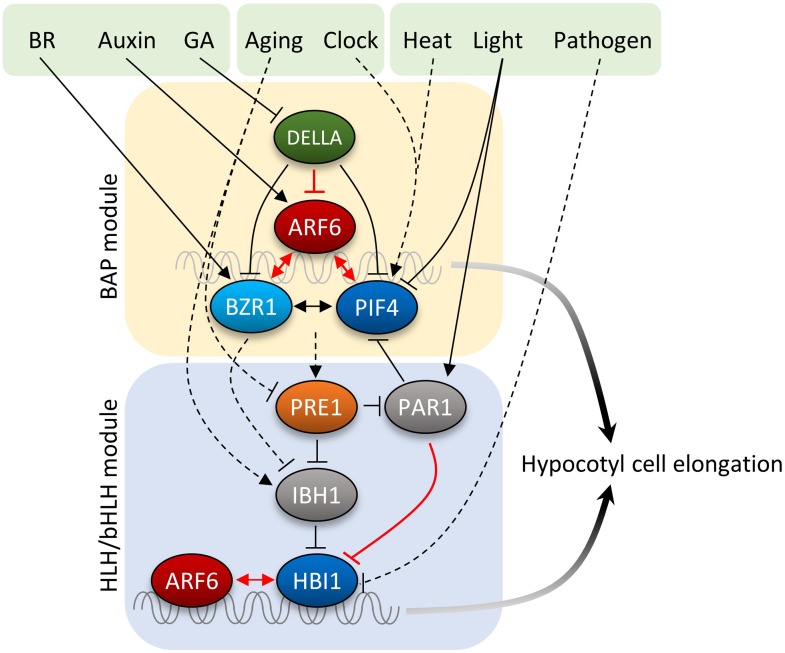
Diagram of the central growth regulation circuit. In the diagram, solid lines indicate protein–protein interaction or post-translational modification, and dashed lines indicate transcriptional regulation. Red lines indicate new discoveries made in this study. In the BAP module, all three transcription factors, BR-regulated BZR1, auxin-regulated ARF6, and light/temperature-regulated PIF4, interact with each other and cooperatively regulate shared target genes and hypocotyl cell elongation. GA-regulated DELLA interacts with all BAP transcription factors and inhibits their DNA binding. Downstream of BAP module, the HLH/bHLH module, consisting of PRE1, IBH1/PAR1 and HBI1/PIF, modulates BAP activities through HLH–bHLH interactions. The BAP transcription factors positively regulate PRE1 in the HLH/bHLH module forming positive feedback loops. Development and pathogen signals are integrated into the central growth regulation network through PRE1/IBH1 and HBI1, respectively. **DOI:** http://dx.doi.org/10.7554/eLife.03031.022

In different developmental contexts, auxin induces distinct cellular and developmental responses, such as cell division, differentiation, elongation, and organogenesis. Whether the BAP/D network or similar transcription factor modules contribute to other auxin signaling outputs remains to be elucidated by future studies. The lack of interaction of BZR1 and PIF4 with ARF7 or ARF1 indicates a level of specificity of signal integration through ARF6 and ARF8 for regulation of hypocotyls and other shoot organs where ARF6 and ARF8 play important roles. Recent studies showed that auxin also acts through a receptor kinase-mediated signaling pathway to regulate cell morphogenesis (Xu et al., 2014); the details of this new auxin pathway and its relationships with the ARF-mediated auxin pathway and other hormonal and environmental signaling pathways are yet to be elucidated by future studies. Apparently, hormone interactions are complex and vary with developmental context. While the BAP/D module explains how auxin, BR, GA, light, and temperature coordinately regulate cell elongation of the hypocotyl, and likely other shoot organs in *Arabidopsis*, mechanisms of signal integration in other developmental contexts might be different and thus remain be elucidated.

## Materials and methods

### Plant materials and growth conditions

All the *Arabidopsis thaliana* plants used in this study were in Col-0 ecotype background, except *gai-1* and *della*, which were in the Landsberg *erecta* ecotype background (Wang et al., 2009). The *arf6;arf8* double mutant (*arf6-2;arf8-3*) was provided by Jason W Reed (Nagpal et al., 2005). To generate *ARF6p*::*ARF6-Myc* transgenic lines, *ARF6* genomic fragment including 2.5 kb upstream of transcription start was cloned into the gateway compatible *p1390-4Myc-His* vector and transformed into the Col-0 and *arf6(−/−);arf8(+/−).*

### Co-immunoprecipitation (co-IP) assays

Transgenic plants expressing ARF6-Myc and BZR1-YFP from 35S promoter (*ARF6-Myc;BZR1-YFP*) or ARF6-Myc and PIF4-YFP from 35S promoter (*ARF6-Myc;PIF4-YFP*) were treated with 100 nM BL for 4 hr. Harvested tissues were grounded in liquid nitrogen, homogenized in IP buffer (50 mM Tris-Cl pH7.5, 1 mM EDTA, 75 mM NaCl, 0.1% Triton X-100, 5% Glycerol, 1 mM PMSF, 1x Protease Inhibitor). After centrifugation at 20,000×*g* for 10 min, 1 ml of supernatant was incubated for 1 hr with anti-GFP (custom made, 5 µg) immobilized on protein A/G agarose beads (Pierce Biotechnology, Rockford, IL). The beads were then washed for three times with 1 ml of IP buffer and eluted samples were analyzed by immunoblot using anti-Myc (Cell Signaling Technology, Beverly, MA) and anti-GFP antibodies.

For co-IP assays using *Arabidopsis* mesophyll protoplasts, 2 × 10^4^ isolated mesophyll protoplast were transfected with a total 20 μg of DNA and incubated overnight. Total proteins were extracted from the protoplasts using the IP buffer, and immunoprecipitation was performed as described above.

### Transient gene expression assays

Isolated *Arabidopsis* mesophyll protoplasts (2 × 10^4^) were transfected with a total 20 μg of DNA and incubated overnight. Protoplasts were harvested by centrifugation and lysed in 50 μl of passive lysis buffer (Promega, Madison, WI). Firefly and Renilla (as an internal standard) luciferase activities were measured by using a dual-luciferase reporter kit (Promega).

### qRT-PCR gene expressions analysis

Total RNA was extracted from seedlings treated with mock or specific hormones by using the Spectrum Plant Total RNA kit (Sigma, St. Louis, MO). M-MLV reverse transcriptase (Fermentas, Thermo Scientific, Waltham, MA) was used to synthesize cDNA from the RNA. Quantitative real-time PCR (qRT-PCR) was performed using LightCycler 480 (Roche, Basel, Switzerland) and the Bioline SYBR green master mix (Bioline). Gene expression levels were normalized to that of PP2A and are shown relative to the expression levels in wild type*.* Gene specific primers are listed in Supplementary file 1.

### Chromatin immunoprecipitation (ChIP) assays

For ChIP assays, seedlings (*35S::ARF6-Myc*) were cross-linked for 20 min in 1% formaldehyde under vacuum. The chromatin complex was isolated, resuspended in lysis buffer (50 mM Tris–HCl pH 8.0, 10 mM EDTA, 200 mM NaCl, 0.5% Triton X-100, 1 mM PMSF) and sheared by sonication to reduce the average DNA fragment size to around 500 bps. The sonicated chromatin complex was immunoprecipitated by anti-Myc antibody (Cell Signaling Technology)-bound protein A agarose beads (Millipore, Bedford, MA). The beads were washed with low-salt buffer (50 mM Tris–HCl at pH 8.0, 2 mM EDTA, 150 mM NaCl, 0.5% Triton X-100), high-salt buffer (50 mM Tris–HCl at pH 8.0, 2 mM EDTA, 500 mM NaCl, 0.5% Triton X-100), LiCl buffer (10 mM Tris–HCl at pH 8.0, 1 mM EDTA, 0.25 M LiCl, 0.5% NP-40, 0.5% deoxycholate), and TE buffer (10 mM Tris–HCl at pH 8.0, 1 mM EDTA) and eluted with elution buffer (1% SDS, 0.1 M NaHCO3). The ARF6-bound DNA was purified by using a PCR purification kit (Thermo Scientific) and analyzed by ChIP-qPCR. The enrichment of DNA was calculated as the ratio between ARF6-Myc and WT samples, normalized to that of the *PP2A.* Primers for qPCR are listed in Supplementary file 1.

### ChIP-Seq analysis

The 5-day-old dark-grown seedlings of *ARF6p::ARF6-Myc;arf6;arf8* and *35S::GFP-Myc* (control), or *BZR1p::BZR1-CFP* and *35S::YFP* (control) were used for ARF6 or BZR1 ChIP-Seq analysis, respectively, following protocols described before (Oh et al., 2012). For ChIP-Seq library construction, 10 ng of ChIP-DNA were pooled from three biological repeats to reduce sample variation. High-throughput sequencing of ChIP-Seq libraries was carried out on an Illumina HiSeq 2000. Sequences in Solexa FASTQ format were mapped to the *Arabidopsis* genome, TAIR9, using SOAP2. ARF6 binding peaks were identified using ChIP-Seq analysis R (CSAR) software with parameters (backg = 10, norm = −1, test = 'Ratio', times = 1e6, digits = 2) (Muino et al., 2011). Binding peaks with FDR < 0.01 were defined as the ARF6 binding peak and used in further analyses. Genes having at least one ARF6 binding peak within its promoter (−3 kb), coding region or 1 kb downstream from stop codon were considered ARF6 binding target genes.

### ChIP-reChIP assays

ChIP-reChIP assays were performed using anti-Myc antibody first (Cell Signaling Technology) and then using anti-GFP antibody (custom made). Precipitated DNA was quantified by qPCR. Enrichment of DNA was calculated as the ratio between transgenic plants and wild type control, normalized to that of the *PP2A* coding region as an internal control. All error bars indicate the SD of three biological repeats.

### RNA-Seq analysis

Seedlings were grown on medium containing 2 µM propiconazole (PPZ) in the dark for 5 days and treated with mock or 100 nM BL for 4 hr before harvesting. Total RNA was extracted by using the Spectrum Plant Total RNA kit (Sigma). Libraries were constructed by using TruSeq RNA Sample Preparation Kit (Illumina) according to the manufacturer's instruction. RNA-Seq analysis was performed as described previously (Oh et al., 2012). Differentially expressed genes were defined by a 1.5-fold difference between samples with p<0.01.

### Protein pull-down assays

The ARF6-Myc, HA-RGA and HA-YFP proteins were synthesized by TNT T7 Quick Coupled in vitro transcription/translation system (Promega). The ARF6-Myc proteins were pre-incubated with anti-Myc antibody (Cell Signaling Technology)-bound protein A-Dynabeads (Life Technology) for 2 hr. After removing unbound ARF6-Myc proteins, the HA-RGA or HA-YFP proteins were incubated with the ARF6-Myc-bound Dynabeads for 1 hr in PBSN buffer (PBS buffer + 0.1% NP-40). The beads were washed three times with the PBSN buffer and the pulled-down proteins were analyzed by immunoblots using anti-HA antibody (Roche) and anti-Myc antibody (Cell Signaling Technology).

### DNA pull-down assays

The MBP and MBP-ARF6 proteins were affinity-purified from *Escherichia coli* by using amylose resin (NEB). The *IAA19* promoter fragment was amplified by PCR using biotin-labeled primers (Supplementary file 1). The biotin-labeled *IAA19* promoter fragment and the MBP or MBP-ARF6 proteins were incubated with streptavidin-bound agarose beads (Sigma) for 1 hr in IP100 buffer (100 mM potassium glutamate, 50 mM Tris–HCl pH 7.6, 2 mM MgCl_2_, 0.05% NP-40). The beads were washed four times with the IP100 buffer and DNA-bound proteins were analyzed by an immunoblot.

### GEO accession numbers

The ChIP-seq data used in this study may be viewed under GSE51770.

The RNA-seq data used in this study may be viewed under GSE51772.

How the deposited data were processed for this re-analysis (not part of the article)

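RNA-Seq libraries of etiolated *Arabidopsis thaliana* seedlings were analysed, 2 each of wild type (Col-0) mock, wild type BL, *iaa3* mock and *iaa3* BL. Seedlings were grown for 5 days in the dark on 2 µM PPZ and treated for 4 hr with mock or 100 nM BL. The groups were taken from the sample labels and the paper's methods.

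The authors deposited 1 table of raw read counts per locus, with 1 column per library and no normalization. The paper's methods name TruSeq libraries and refer to an earlier paper for the analysis. For these counts the text does not name the aligner, the counting tool, the genome build, the annotation, the use of strand or the handling of reads that match several loci. Counts of near-identical paralogs and of overlapping genes are uncertain for this reason. The table held 33518 loci, 0 rows that name no gene and 0 columns without a library. Symbols came from a RefSeq gene table of the TAIR10.1 assembly, which 32709 loci matched, 20281 of them among the tested loci. Gene order on the chromosomes came from the locus numbers.

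Total counts per library ranged from 18107519 to 23183988, with a median of 22316700. A count of 3, the upper limit that a count of 0 allows, corresponded to a CPM of 0.128 in wild type mock and 0.161 in *iaa3* BL. A gene with at most 3 counts in every library of a group has its change given as a bound against that limit, and no fold is given where both groups are at or below it. Intervals and limits cover counting error only, since reads without molecular identifiers are not independent molecules.

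The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. In edgeR, genes were filtered with filterByExpr by group, leaving 20415, normalized with TMM factors and fitted in 1 quasi-likelihood model with 1 coefficient per group over all 8 libraries. BL against mock was tested in wild type and in *iaa3*, *iaa3* against wild type was tested with BL and in mock, and the interaction of genotype and treatment compared the BR responses. A gene was called at a difference of at least 1.5-fold and an unadjusted p-value under 0.01, the paper's rule, and Benjamini-Hochberg adjusted p-values are printed. The interaction was called at an adjusted p-value under 0.05. Ratios between single libraries used log2 CPM values with a prior count of 2. Standard errors of log2 fold changes were derived from the test's F statistic.

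Genes were named by a rule. It took the genes the paper names in the RNA-Seq results and matching RT-qPCR, *IAA3*, *ARF6*, *ARF8*, *BZR1*, *PIF4*, *IBH1* and 7 BR biosynthesis genes. It added, for each comparison and the interaction, the 2 largest rises and the 2 largest falls among called genes with an adjusted p-value under 0.05, a mean log2 CPM of at least 3 and no overlap between the groups' libraries. For the interaction, no overlap meant that all ratios of a BL to a mock library in one genotype lay above all those in the other. AT2G18010 was named after its values were seen.

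Gene lists were tested with limma's camera at a preset correlation of 0.01 on voom values, and with fry and an estimated correlation as alternatives. The auxin-activated ARF6 targets came from Figure 1—source data 2, and the *IAA*, *SAUR*, *GH3*, expansin, *XTH* and *CESA* lists from symbols. Lists of heat shock, hypoxia and seed storage genes were written after the data were seen. Clustering of *iaa3*-regulated genes was tested in windows of 100 tested genes, for the window that holds *IAA3* against 10000 circular shifts of the calls. For the window with the most calls, a random permutation of the calls over genes was used, a null chosen after the data were seen.

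Simulated libraries were drawn 20 times from the observed means, library sizes and dispersions, with no difference between groups, with independent effects, or with the wild type response given to *iaa3*. The steps were tested on simulated data with known answers. With 200 changed genes planted among 20415, the gene test recovered 196 (98%) with 58 false calls, and the interaction test 169 (84.5%) with 15. For 50 genes raised by 0.5 on the log2 scale, limma's camera returned 1.07e-10. Of 200 random lists, 3% passed the 0.05 level. The window test gave a permutation p of 0.001 with and 0.43 without planted clustering.

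The samples, the design, the lists other than the 3 named above and the alternatives were fixed before the data were examined, apart from the alternatives described as chosen afterwards. The alternatives were DESeq2, edgeR's exact test, RLE factors, library size alone, no filter, at least 10 counts in every library, only the groups compared, nuclear genes only, a robust fit, an adjusted p-value, a 2-fold difference, a block by replicate number and each library left out in turn. The BZR1- and PIF-regulated gene lists behind Figure 3C,D were not used here.

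Fold changes in the paper's source tables were set beside those computed here. The copy of Figure 3—source data 1 used here held 1998 of the paper's 2664 genes, and that of Figure 3—source data 2 held 1998 of the paper's 4725, so neither was used for an overlap or a list test. Across the 1991 genes of the first that were tested here, the log2 fold changes had a correlation of 0.9999 in wild type and 0.9998 in *iaa3*. For 1992 genes of the second the correlation was 0.9996 with *iaa3* BL against wild type BL, and 0.647 with the comparison in mock.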

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

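The comparisons between groups, the interaction test, library size alone and the leaving out of libraries were set before the data were examined. Their use against an explanation, and all other tests in this part, were chosen after the results were seen.

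The BR response differed between *iaa3* and wild type in 3589 genes by the interaction test, 1558 with a higher and 2031 with a lower log2 fold change in *iaa3*. A difference in response between the groups is what singled this result out. Sampling noise does not account for it, as libraries simulated with the same response in both genotypes gave 1.2 such genes on average (0 to 4). Scaling does not account for most of it either, as 3239 of the genes were called in the same direction with library size alone, although the share with a higher response was then 56.2% against 43.4%. Among called genes with a mean log2 CPM of at least 3 and no overlap between the libraries, the largest positive differences were those of *HSP23.6-MITO* and *ATHSP22.0*, 7.02 and 6.70 on the log2 scale, and the largest negative ones those of *AGP22* and *MIOX4*, −5.56 and −5.50. Leaving out wild type mock replicate 1 or 2 moved the value of *HSP23.6-MITO* to 6.14 or 7.61. That of *ATHSP22.0* was 6.18 without wild type mock replicate 1 and 7.42 without *iaa3* mock replicate 1. Auxin insensitivity of the mutant may underlie part of the difference, a hypothesis that the paper's design names. Differences in the handling of the groups were not tested.

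Heat shock genes rose with BL in *iaa3* and not in wild type. This list of 23 tested genes was written after *HSP23.6-MITO* and *ATHSP22.0* had been seen among the largest changes. Their median difference in BR response was 3.02 on the log2 scale, positive in 22 of the 23, and 21 had an adjusted p-value under 0.05 for the interaction. The median BL response was 2.10 in *iaa3* and −0.36 in wild type, and with BL the median difference of *iaa3* from wild type was 2.24. With library size alone the median difference in response was 3.08, which argues against scaling. Without 1 or the other *iaa3* BL library, the lowest median response in *iaa3* was 1.96, so no single library of that group carries it. The *iaa3* BL libraries differed by a median of 0.0265 for these genes. A BL response of the mutant and stress during the handling of the *iaa3* BL seedlings cannot be told apart, because both libraries of the group would share either.

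Genes of the hypoxia response showed a median difference in BR response of 2.52 on the log2 scale, positive in 12 of 12 genes, 11 of them with an adjusted p-value under 0.05. Their median was 4.00 for *iaa3* against wild type with BL and 1.53 for BL in *iaa3*, against −1.15 for BL in wild type. In wild type mock, replicate 2 lay below replicate 1 in all 12 genes, with a median of −1.77, and in *iaa3* mock also in 12 of 12, with −0.62. In both groups no list among 10000 random ones matched on expression had a median as low. The difference in response was 1.54 without wild type mock replicate 1 and 3.12 without replicate 2. An oxygen supply that differed between single cultures does not account for the difference with BL, as the BL libraries of a group differed by at most 0.0951. For the difference in response, which rests on the mock libraries too, it may contribute. There it and an effect of genotype and BL cannot be told apart, because the wild type mock libraries differed by more than the wild type groups. A supply that differed between whole groups was not tested, since each group has its own cultures.

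In *iaa3*, 984 of the 1664 genes called with BL were not called in the same direction in wild type, 629 of them activated and 355 repressed, and 58 were called in the opposite direction. The paper does not report on these genes. Unchanged simulated groups gave 65.75 calls on average, so chance at the unadjusted threshold accounts for few of them, and 965 had an adjusted p-value under 0.05. For 518 genes the interaction was called, so their response differed between the genotypes. That call has no fold threshold, so it cannot exclude a weaker wild type response just under the thresholds. The other 466 had no interaction call, and a wild type response just under the thresholds cannot be told apart from a response of the mutant alone, since their difference is within the error of 2 libraries per group. Without the heat shock, hypoxia and seed storage lists, an alternative chosen after seeing the data, 1650 genes were called with BL in *iaa3*. Only 13, 6 and 6 genes of these lists were called higher in the main test, so this number cannot judge stress as a source. A BR response that auxin signaling restrains in wild type may be 1 source of the 518 genes, which remains a hypothesis. Stress during the handling of the *iaa3* BL seedlings may be another, as both libraries of the group would share it.

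Without BL, 3664 genes differed between *iaa3* and wild type, 1729 higher and 1935 lower, a comparison that the paper does not report. Simulated groups with no difference gave 64.85 calls on average, which argues against chance. The comparison with BL, which shares no library with it, called 2514 of the same genes, 73 of them in the opposite direction, and the log2 fold changes of the shared genes had a correlation of 0.900 across genes. With library size alone, 34.1% of the genes were higher against 47.2%. Among called genes with a mean log2 CPM of at least 3 and no overlap between the libraries, AT1G56060 and *HEI10* were raised most, by 4.15 and 3.96, and *CRA1* and *CRU3* lowered most, with log2 fold changes of −7.07 and −6.14. The latter are seed storage genes and had 13632 and 2448 counts (*CRA1*) and 4542 and 390 counts (*CRU3*) in the wild type mock libraries. Without wild type mock replicate 1 their values were −5.20 and −3.32, without replicate 2 −7.86 and −7.04, and without *iaa3* mock replicate 1 −7.94 and −6.92. Auxin signaling that differs between the genotypes without added BR is a candidate explanation named by the design, and other differences between the seed lots were not tested.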

How the results depend on the processing

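The numbers of called genes stayed within 1.5 times their value with DESeq2, edgeR's exact test, RLE factors, library size alone, no filter, at least 10 counts in every library, only the groups compared, nuclear genes only, a robust fit and an adjusted p-value with 1.5-fold, with 1 exception. The interaction with 1.5-fold added called 2252 genes. The exact test and the fit of only the groups compared give no interaction. Requiring a 2-fold difference removed genes by construction, and left 1441 genes for BL in wild type, 775 for BL in *iaa3*, 2992 and 1906 for *iaa3* against wild type with BL and in mock, 1050 for the interaction and 776 for the overlap. It gave 13.7% of activated genes still activated in *iaa3*, and medians in *iaa3* of 0.35 and −0.67.

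Scaling by library size alone moved the median log2 fold change of all tested genes from −0.01 to −0.11 for BL in wild type and from −0.01 to −0.13 for *iaa3* against wild type in mock. Relative to that shift, the share of genes called higher went from 59.0% to 45.4% and from 47.2% to 34.1%. It also gave 26.5% of repressed genes still repressed and a median of −0.37 for them. The median of repressed genes in *iaa3*, −0.42, was −0.45 with DESeq2, −0.38 with at least 10 counts in every library, −0.43 with only the groups compared (−0.435) and −0.43 with a robust fit (−0.429), all beyond its small spread between library pairs and of the same sign. The cause was not tested.

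At an unadjusted p-value under 0.05 with no fold threshold in *iaa3*, 43.0% of activated and 53.1% of repressed genes were called, as a more lenient threshold must give. The correlation was −0.469 across all tested genes, −0.000342 with the mock comparison of *iaa3*, and −0.667 without genes at the count limit, an alternative chosen after seeing the data. Under the other alternatives set beforehand it lay between −0.718 (DESeq2) and −0.681 (at least 10 counts).

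With a correlation estimated by camera, the calls of lists were lost. Its adjusted p-values were 0.0664 for BR biosynthesis genes with BL in wild type and in *iaa3*. For *iaa3* against wild type with BL they were 0.0865 (ARF6 targets), 0.0664 (*IAA*), 0.0903 (*SAUR*), 0.33 (*GH3*) and 0.0664 (expansins). For the difference in response they were 0.0865 (ARF6 targets), 0.0664 (*IAA*), 0.114 (*SAUR*) and 0.111 (*XTH*). Fry added calls with limma adjusted p-values of 0.00629 (*XTH*) and 0.0251 (*CESA*) for *iaa3* against wild type with BL, and of 0.0289 (*GH3*) and 0.00141 (expansins) for the difference in response. For *iaa3* against wild type with BL, where camera did not call the *XTH* list, the direction camera gives for it reversed with library size alone (adjusted p = 0.872), while the sign of its median stayed the same. The cause was not tested.

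Leaving out each library in turn gave correlations from −0.708 to −0.682, medians in *iaa3* from 0.21 to 0.26 for activated and from −0.43 to −0.40 for repressed genes (8 fits each), 17.6% to 19.3% of activated and 28.4% to 30.0% of repressed genes kept (4 fits), and an overlap of 1601 to 1602 genes (2 fits). Calls were recomputed only for comparisons whose groups kept both libraries.

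Among the named genes, 262 values kept their direction and call under other settings, 3 gained a call and 1 changed sign. With libraries left out, 262 values stayed within 1 standard error, 65 moved beyond it and 9 changed sign. Of the values that changed sign, that of *EXP8* was imprecise (−0.62, standard error 0.93) and the others were close to 0. For the difference in response, *EXP8* ranged from −1.20 to 0.35 and *ROT3* from −0.16 to 0.13 as libraries were left out, the latter also being 0.0542 with library size alone. For BL in *iaa3*, *IAA19* ranged from −0.15 to 0.42 and *BZR1* from −0.10 to 0.0443. The 3 gained calls were those of the *CPD* interaction.

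The replicate numbers did not pair the libraries across all groups, although the mock libraries with the same number deviated together. The correlation of same-numbered deviations was 0.465 between the mock groups of both genotypes, 0.117 between the *iaa3* groups and between −0.0646 and −0.0116 for the other pairs. A block by replicate number called 2939 and 1692 genes for BL in wild type and *iaa3*, 5116 and 3678 for *iaa3* against wild type with BL and in mock, 3889 for the interaction and 1629 in the overlap.

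With 2 libraries per group, depth limits genes with few counts in *iaa3*, such as *SAUR15* and *PRE1*, to bounds.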

Differences from the paper's values

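The correlation between log2 fold changes of genes regulated by BR and by *iaa3* was −0.699, and the paper's is −0.6. None of the alternatives set before the data were examined closed the gap. They gave values from −0.718 with DESeq2 to −0.681 with at least 10 counts in every library, −0.469 across all tested genes, and −0.000342 with the mock comparison. Leaving out genes at the count limit, chosen after seeing the values, gave −0.667.

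For Figure 3E, the paper's medians were read by eye to 1 decimal, which is coarser than the spread they are held against. The median of BR-activated genes in wild type was 1.06, and the paper's is about 1.1 in Figure 3E, read by eye. With library size alone it was 1.11, which falls within the paper's value, and under none of the other alternatives set before the data were examined. Rounded to the decimal of the reading, 1.06 equals the paper's value. In *iaa3* the median of these genes was 0.24, and the paper's is about 0.3 in Figure 3E, read by eye. This reading is uncertain. None of the alternatives set before the data were examined brought the median within the spread between library pairs of it, but without *iaa3* BL replicate 1 or without *iaa3* mock replicate 2 it was 0.26, which rounds to the reading.

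The median of BR-repressed genes in wild type was −0.92, and the paper's is about −0.9 in Figure 3E, read by eye. It was −0.91 with DESeq2, with only the groups compared and with the block by replicate number, which fall within the paper's value, unlike the other alternatives set before the data were examined. In *iaa3* the median was −0.42, and the paper's is about −0.4 in Figure 3E, read by eye. Without *iaa3* mock replicate 2 it was −0.40, which falls within the paper's value, unlike the other alternatives set before the data were examined. Rounded to the decimal of the reading, −0.92 and −0.42 equal the paper's values.

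The paper states that BR represses BR biosynthesis genes independently of auxin signaling. For *CYP90D1* the repression was weaker in *iaa3*, with an interaction of 1.57 (adjusted p = 0.00203, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and adjusted p-values of 0.000157 with DESeq2, 0.00152 with library size alone and 0.0025 with the block by replicate number.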

Other observations

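The tests of the correlation, of the lost calls, of repressed against activated genes and of the *IAA3* region were set before the data were examined. So were the comparisons between groups, the interaction test, the *SAUR* list and the leaving out of libraries, and the regulators came from the naming rule. All other tests in this part were chosen after the values were seen.

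The negative correlation between BR and *iaa3* effects could come from the wild type BL libraries, which both comparisons use with opposite signs. With different wild type BL libraries in the comparisons, the weaker correlation was −0.691, below the lowest value of −0.172 in simulations with independent effects. Sharing of libraries alone thus leaves the correlation unexplained. Without BL, however, the effects of *iaa3* on BR-regulated genes had a correlation of −0.000342 with those of BR, against 0.116 (0.00668 to 0.190) simulated, and 43.8% of 1128 shared genes changed in opposite directions, against 42.5% simulated. The observed correlation thus lay below the simulated range, but the share in opposite directions lay within its range (37.8% to 46.9%). With the wild type mock libraries split between the comparisons, the correlation was 0.0419 and 0.0296. The simulated comparisons shared those libraries, so their range cannot judge the split values. Opposition across the shared genes was thus not clearly shown without BL. The *SAUR* genes, with a median of 1.44 for BL in wild type, were lower in *iaa3* in mock too, with a median of −1.39 (−1.28 with genes at the count limit set to their bound). The interaction was called, against the wild type direction, for 1050 of the 1726 BR-activated and 447 of the 1199 BR-repressed genes. A change with BL that was reduced in *iaa3* is thus part of the opposition seen with BL. How much an effect of stabilized IAA3 without added BR contributes stays open.

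The loss of BR activation in *iaa3* could reflect limited power and the choice of genes by their change in wild type. Simulated with the full wild type response, at least 74.6% of activated genes were called in *iaa3*, against 19.1% observed, which argues against this as the whole explanation. A lower expression of activated genes in *iaa3* might explain why fewer of them than of the repressed genes kept their call. With expression in *iaa3* matched, the difference was still 10.4 percentage points (two-sided permutation p = 1e-04, the smallest that 10000 permutations can give). That p-value takes genes as independent and does not measure the spread between cultures.

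A segment from another accession around *IAA3*, or a rearrangement there, could place *iaa3*-regulated genes together. The window of 100 tested genes that holds *IAA3* had 8% of genes changed in the same direction in both *iaa3* comparisons, against 12.0% in the genome (one-sided permutation p = 0.9 from 10000 circular shifts). Windows of 50 genes and stricter calls gave p-values of 0.7 and 0.75 in the same permutation test. The window with the most such genes, 32%, starts at AT4G22020 on chromosome 4. In 1000 random permutations of the calls over genes, the highest window had at most 31% (permutation p = 0.001, the smallest that they can give). Windows of 50 genes and stricter calls had their highest windows in the same region, from AT4G23000 (permutation p = 0.015) and AT4G22120 (permutation p = 0.049). Whether neighbouring copies of a gene family account for this region was not tested, and its origin is left open.

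Seed storage genes differed between libraries of the same group. For 11 such genes, replicate 2 lay above replicate 1 by a median of 2.92 on the log2 scale in *iaa3* BL. The medians were −2.02 in wild type mock, −0.84 in wild type BL and −0.40 in *iaa3* mock. For *iaa3* against wild type with BL the median of the list was −0.12, with 1 gene called lower and none higher, but its sign depended on the library. It was −3.11 without *iaa3* BL replicate 2 and 0.43 without replicate 1, and −0.63 without wild type BL replicate 2 and 0.25 without replicate 1. For BL in *iaa3* it was 4.71 with 6 genes called higher, and 1.16 without *iaa3* BL replicate 2. For *iaa3* against wild type in mock it was −3.82 with 4 genes called lower, and −1.60 without wild type mock replicate 1. No biological explanation was tested, as the design names none within a group.

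Among regulators named in the paper, *ARF6* mRNA fell with BL by 0.97 in wild type and 0.61 in *iaa3* on the log2 scale, with an interaction of 0.36 (adjusted p = 0.0671, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ARF8* fell by 1.07 and 0.52, with an interaction of 0.55 (adjusted p = 0.0198, same test), and *IBH1* changed by −1.15 and −1.58, with an interaction of −0.43 (adjusted p = 0.0142). *BZR1* changed by 0.43 in wild type and −0.03 in *iaa3*, with an interaction of −0.46 (adjusted p = 0.0172), and *PIF4* by 0.34 and 0.19, with an interaction of −0.15 (adjusted p = 0.409).

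The primers that the paper lists for *SAUR19* matched 1 locus of the TAIR10.1 assembly exactly, AT2G18010, where they span 146 bp of coding sequence on chromosome 2 from 7833929 to 7834074. The locus that carries the symbol *SAUR19* in the gene table is AT5G18010. AT2G18010 had 10 and 3 counts in wild type mock, 238 and 226 in wild type BL, 1 and 2 in *iaa3* mock, and 1 and 2 in *iaa3* BL. It rose with BL in wild type by 5.20 on the log2 scale (standard error 0.31), by 6.37 without wild type mock replicate 1 and by 4.504 without replicate 2. AT5G18010 rose by 3.36 (standard error 0.12). With BL both were lower in *iaa3*, at least 64.5-fold and 173-fold. At4g13790 rose by 3.50 (standard error 0.33) and was at least 31.7-fold lower in *iaa3* with BL.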
